# The stress response against denatured proteins in the deletion of cytosolic chaperones *SSA1/2 *is different from heat-shock response in *Saccharomyces cerevisiae*

**DOI:** 10.1186/1471-2164-6-141

**Published:** 2005-10-07

**Authors:** Rena Matsumoto, Kuniko Akama, Randeep Rakwal, Hitoshi Iwahashi

## Abstract

**Background:**

A yeast strain lacking the two genes *SSA1 *and *SSA2*, which encode cytosolic molecular chaperones, acquires thermotolerance as well as the mild heat-shocked wild-type yeast strain. We investigated the genomic response at the level of mRNA expression to the deletion of *SSA1/2 *in comparison with the mild heat-shocked wild-type using cDNA microarray.

**Results:**

Yeast cDNA microarray analysis revealed that genes involved in the stress response, including molecular chaperones, were up-regulated in a similar manner in both the *ssa1/2 *deletion mutant and the mild heat-shocked wild-type. Genes involved in protein synthesis were up-regulated in the *ssa1/2 *deletion mutant, but were markedly suppressed in the mild heat-shocked wild-type. The genes involved in ubiquitin-proteasome protein degradation were also up-regulated in the *ssa1/2 *deletion mutant, whereas the unfolded protein response (UPR) genes were highly expressed in the mild heat-shocked wild-type. RT-PCR confirmed that the genes regulating protein synthesis and cytosolic protein degradation were up-regulated in the *ssa1/2 *deletion mutant. At the translational level, more ubiquitinated proteins and proteasomes were detected in the *ssa1/2 *deletion mutant, than in the wild-type, confirming that ubiquitin-proteasome protein degradation was up-regulated by the deletion of *SSA1/2*.

**Conclusion:**

These results suggest that the mechanism for rescue of denatured proteins in the *ssa1/2 *deletion mutant is different from that in the mild heat-shocked wild-type: Activated protein synthesis in the *ssa1/2 *deletion mutant supplies a deficiency of proteins by their degradation, whereas mild heat-shock induces UPR.

## Background

Exposure to certain kinds of environmental stress factors, such as chemical, heat, osmotic, etc., induces living organisms to express stress proteins, thereby enabling the organism to acquire stress tolerance. This phenomenon is called the "stress response". Especially, the heat-inducible proteins termed "heat-shock proteins (Hsps)" constitute an important part of the stress-responsive proteins [1]. *HSP70s *(70 kDa HSPs) were discovered in *Drosophila melanogaster*, and their homologs have been found in various organisms including yeast [2,3]. *HSP70s *also function as molecular chaperones [2,3]. In the *Saccharomyces cerevisiae *genome, there are ca. 14 *HSP70*-like genes. The *SSA*, *SSB *and *SSE *families are cytosolic *HSP70 *[4-6], whereas the *SSC1 *is localized to the mitochondria [7,8]. In addition, *KAR2 *(BiP) is localized to the endoplasmic reticulum [9-12]. The *SSA *family contains 4 genes, *SSA1*, *SSA2*, *SSA3 *and *SSA4 *[13]. Not only are the *SSA1 *and *SSA2 *genes constitutively expressed, they are also 96% identical at the nucleotide level [2]. Moreover, there is no change in the phenotype of deletion in either of the *SSA1 *and *SSA2 *genes compared with the wild-type. In addition, they do not show thermotolerance without pre-heat treatment at 37°C [14]. However, the *ssa1/2 *double deletion mutant acquires thermotolerance even at 23°C, and shows a slow growth rate [14]. A suppressor, *EXA3-1 *which is an allele of *HSF1 *encoding a heat shock factor [15,16] recovers its growth rate. This phenomenon in the *ssa1/2 *deletion mutant is speculated to result from the overexpression of certain Hsps [17]. *HSP104 *and *SSA4 *are found to be highly expressed in the *ssa1/2 *deletion mutant [4,18].

*SSA1 *is involved in protein transport and the rescue of denatured proteins [19-22], and possesses ATPase activity [23]. Sti1p activates ATPase activity of Ssa1p [24]. In addition, Hsp70 is a co-chaperone with Hsp104 and Hsp40 in both *S. cerevisiae *and *E.coli *[25,26]. The relationship between these chaperones and human misfolding disease has been shown [27,28]. On the other hand, *SSA2 *is involved in protein transport into the vacuole [29,30]. Thus, *SSA1 *is multi-functional, and the *ssa1/2 *double deletion mutant shows drastic changes needed to acquire thermotolerance, which is similar to the mild heat-shocked wild-type. As Ssa1p and Ssa2p are cytosolic molecular chaperones, it is hypothesized that unfolded proteins appear by the double deletion of *SSA1/2*.

However, genome-wide expression analysis of the *ssa1/2 *deletion mutant using cDNA microarray has not been carried out. We believe that gene expression profiling of the *ssa1/2 *deletion mutant is necessary not only to describe the genomic response developed by yeast to the deletions, but also to reveal the mechanism of the response to denatured proteins. To support the cDNA microarray data, we also performed RT-PCR, and immunoblot analysis of several yeast proteins separated by two-dimensional gel electrophoresis (2-DGE). We demonstrate that the deletion of *SSA1/2 *genes induces up-regulation of the genes involved in both protein degradation and synthesis, whereas mild heat shock induces UPR.

## Results

### Comparison of the mRNA expression profiles between the ssa1/2 deletion mutant and the mild heat-shocked wild-type

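The mild heat shock was studied in wild-type *S. cerevisiae* JN54, grown at 30°C and exposed to 43°C for 30 or 60 min. RNA of the heat-shocked cells, labelled with Cy5, was hybridized together with RNA of control cells kept at 30°C, labelled with Cy3, to cDNA microarrays of yeast open reading frames. There were 3 experiments at each time and 6 arrays in all. The paper calls the experiments independent, and nothing states whether they came from separate cultures. No dye swap is described, so a dye bias of a gene would add to its ratio in every experiment. Spots were quantified by the authors with GenePix, and Chip Cleanser was used to obtain Cy5/Cy3, with negative control spots as the basis of normalization. The ratios are read here as log2 values. The base was inferred from the values, partly from the number of genes over 2-fold, which would be 844 up at 30 min for natural logarithms against 266 for log2. Each array has a high and a low power scan, whose values are identical, so each array was counted once.
Of 6912 probes, 6162 had a value, and each array held between 6132 and 6162 values (median 6161.5). The median log2 ratio of an array lay between -0.01 and 0.03, and the median absolute deviation of the log2 ratios between 0.56 and 1.04. Experiment 3 had the lowest deviation at each time (0.56 at 30 min and 0.61 at 60 min) and the most tied values. Probes with identical values in every array, 203 probes in 78 groups, were counted once, which left 6019 genes and unnamed open reading frames, 5376 of them with a gene name. A gene was called over 2-fold up or down by the paper's rule, in at least 2 of the 3 experiments. With an experiment left out, the rule asks for both of the 2 left, so its counts at that time can only fall. The mean log2 ratio of each gene at each time was also tested against 0 with limma, with 1 estimate of the spread for both times, and p-values were adjusted by the method of Benjamini and Hochberg at a threshold of 0.05. The SD printed beside a value is that of its own time, so it is not the spread behind the p-value. Arrays of 60 min agreed less with the others of their time (median correlations of 0.63 to 0.70) than those of 30 min (0.80 to 0.84). With a shared spread, p-values may thus be too small at 60 min and too large at 30 min. Lists of genes were compared with all other genes by camera at a preset correlation of 0.01. The tests, the 33 gene lists and the rule for naming genes were fixed before the data were examined. The lists are groups from textbook knowledge, not the MIPS categories, which were not used here. Some of them hold genes that Fig. 5 calls up on these same samples, so their tests are not independent of the paper's calls. The values hold no signal over background, and the number of arrays limits the precision.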

To investigate the mechanism of the response to denatured proteins comprehensively, the mRNA expression profiling of the *ssa1/2 *deletion mutant was carried out using yeast cDNA microarray, in comparison with the mild heat-shocked wild-type. 

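In the wild-type exposed to 43°C, 266 genes were over 2-fold up in at least 2 of the 3 experiments after 30 min and 415 after 60 min, of which 219 and 361 carry a gene name. Among named genes that rose, the highest mean ratios at 30 min were those of *HSP12* and *SSA4*, which encode a small heat-shock protein and an inducible Hsp70 of the cytosol. *PIR3* (YKL163W), which encodes a cell wall protein, rose by a log2 ratio of 2.83 ± 0.36 (SD, n = 3, adjusted p = 4.26e-05 from limma) after 30 min and of 3.39 ± 0.28 (SD, n = 3, adjusted p = 8.24e-06) after 60 min. *PHO84* (YML123C), the high-affinity phosphate transporter, rose by 2.85 ± 1.12 (SD, n = 3, adjusted p = 0.00211) and 3.27 ± 1.41 (SD, n = 3, adjusted p = 0.000691). *BNA2* (YJR078W), an enzyme of NAD synthesis from tryptophan, rose by 1.61 ± 0.45 (SD, n = 3, adjusted p = 0.000837) and 2.81 ± 0.33 (SD, n = 3, adjusted p = 3.12e-05). By limma, 647 genes rose at 30 min and 941 at 60 min, and these included 245 of the 266 and 382 of the 415 genes over 2-fold up. Without experiment 1, 2 or 3 of 30 min, 158, 132 and 327 genes rose by limma at 30 min and 143, 136 and 205 were over 2-fold up. By limma 1013 rose without experiment 1 of 60 min, 1025 after scaling of the arrays to 1 spread, 213 without experiment 3 of both times and 1278 with 30 min fitted alone. At 60 min, 127 and 153 genes were over 2-fold up without experiment 1 or 2, and 515 rose by limma with 60 min fitted alone. Fitted alone, more genes thus rose at 30 than at 60 min, the reverse of the order with a shared spread.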

The number of up-regulated genes in the *ssa1*/*2 *deletion mutant was 144, while that in the mild heat-shocked wild-type by exposure for 30 and 60 min at 43°C was 274 and 400, respectively. The functionally categorized up-regulated genes are shown in Figs. 1A and 2A. 

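Many genes of the general stress response and some chaperones of the cytosol rose in the mild heat-shocked wild-type. Of 26 general stress genes measured, 16 rose and none fell after 30 min, and 16 rose and none fell after 60 min by limma. When adjusted over the list alone, 19 and 17 rose, and at an unadjusted p under 0.05, 19 and 18 rose and 0 fell. *HSP12* (YFL014W) rose by a log2 ratio of 4.36 ± 0.55 (SD, n = 3, adjusted p = 3.13e-05 from limma) after 30 min, or 20.5-fold, and by 4.76 ± 0.84 (SD, n = 3, adjusted p = 8.24e-06) after 60 min. *DDR2* (YOL052C-A), a multistress response gene, rose by 3.47 ± 0.71 (SD, n = 3, adjusted p = 0.000265) and 3.30 ± 1.25 (SD, n = 3, adjusted p = 0.000231). *GRE3* (YHR104W), an aldose reductase, rose by 2.39 ± 0.46 (SD, n = 3, adjusted p = 9.59e-05) and 1.22 ± 0.18 (SD, n = 3, adjusted p = 0.00253). The list had a median log2 ratio of 1.17 at 30 min and 1.16 at 60 min, with an adjusted p of 3.00e-11 and 2.39e-07 from camera (adjusted p = 0.358 and 0.340 with an estimated correlation). Members such as *HSP12*, *DDR2*, *GRE3* and *CYC7* are in Fig. 5B as up on these same samples. The counts and tests of the list are thus not independent of the paper's calls.
Of 24 chaperones of the cytosol, 10 rose and 3 fell after 30 min, and 6 rose and 3 fell after 60 min (11 and 4, then 6 and 3, when adjusted over the list alone). *CPR6* (YLR216C), a co-chaperone of Hsp90, rose by 1.76 ± 0.23 (SD, n = 3, adjusted p = 0.00296) and 1.30 ± 1.01 (SD, n = 3, adjusted p = 0.0110). *STI1* (YOR027W), another co-chaperone of Hsp90, rose by 1.20 ± 0.38 (SD, n = 3, adjusted p = 0.0121) after 30 min. That call was lost without experiment 2 or 3 of 30 min (adjusted p of 0.0826 to 0.0842). The genes that fell at 30 min were *CPR7*, *FES1* and *APJ1*, which encode co-chaperones. The list as a whole passed camera at 30 min (median log2 ratio 0.56, adjusted p = 0.00764, but 0.521 with an estimated correlation, and 0.114 from fry, which tests against no change). It did not pass at 60 min (median 0.08, adjusted p = 0.341). This list too holds genes that Fig. 5 calls up on these samples, such as *SSA4*, *HSP26* and *CPR6*.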

The most highly up-regulated genes were categorized into "Cell rescue, defense, and virulence (stress-inducible proteins)" in both *ssa1*/*2 *and mild heat-shocked wild-type, of which the rates were 8% and 10%, respectively. On the other hand, the number of down-regulated genes in *ssa1/2 *was 94, while that in the mild heat-shocked wild-type by exposure for 30 and 60 min at 43°C was 610 and 643, respectively. 

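After 30 min at 43°C, 613 genes were over 2-fold down in at least 2 of the 3 experiments, and after 60 min, 630, of which 588 and 598 carry a gene name. *RPS2* (YGL123W), a protein of the small ribosomal subunit, fell most among named genes at both times, with a log2 ratio of -3.96 ± 0.75 (SD, n = 3, adjusted p = 3.13e-05 from limma) and -4.67 ± 0.38 (SD, n = 3, adjusted p = 8.24e-06). *ASC1* (YMR116C), which encodes a core component of the small ribosomal subunit, had -3.87 ± 0.68 (SD, n = 3, adjusted p = 3.13e-05) and -3.83 ± 0.20 (SD, n = 3, adjusted p = 8.71e-06). *STE2* (YFL026W), the receptor of alpha-factor, had -3.14 ± 0.77 (SD, n = 3, adjusted p = 7.54e-05) and -4.30 ± 0.32 (SD, n = 3, adjusted p = 8.24e-06). *LEU1* (YGL009C), an enzyme of leucine synthesis, had -3.16 ± 0.27 (SD, n = 3, adjusted p = 3.13e-05) and -3.21 ± 0.38 (SD, n = 3, adjusted p = 9.81e-06). By limma, 960 genes fell at 30 min and 1096 at 60 min, including 585 of the 613 and 617 of the 630 genes over 2-fold down. Without experiment 1 or 2 of 30 min, 383 and 389 genes were over 2-fold down at 30 min and 441 and 417 fell by limma. The number that fell was 549 without experiment 3 of both times and 1443 with 30 min fitted alone. At 60 min, 380 genes were over 2-fold down without experiment 2.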

The functionally categorized down-regulated genes are shown in Figs. 1B and 2B.

**Figure 1:**
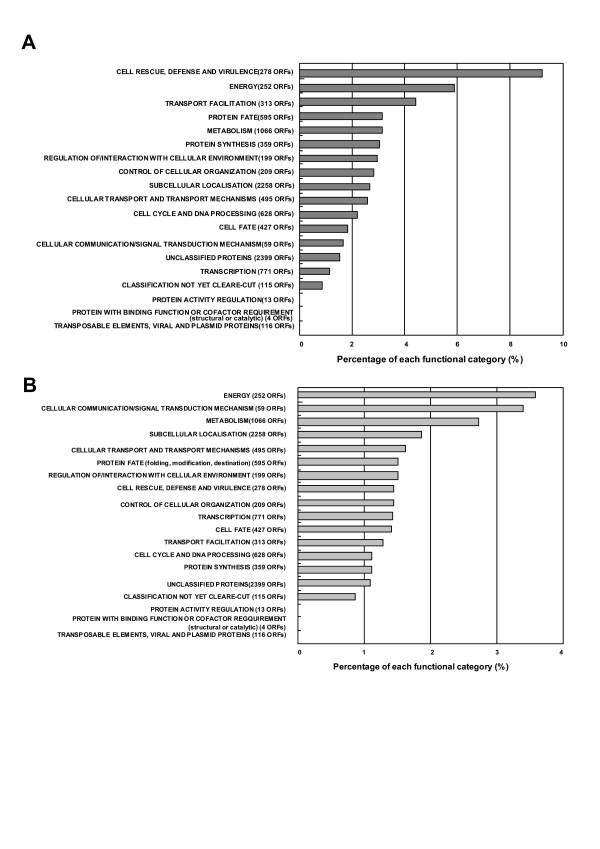
**The overview of expressed genes in the *ssa1/2 *deletion mutant. ***S. cerevisiae *JN14 (*ssa1/2*) and JN54 (wild-type) cells were incubated at 30°C to a logarithmic phase (OD_660 _= 1). The up-regulated genes (over 2- fold expressed) and down-regulated genes (over 2-fold suppressed) in the *ssa1/2 *deletion mutant were determined by twice induction of three individual experiments. These genes were functionally categorized using Comprehensive Yeast Genome Database (CYGD) in Munich International Center of Protein Sequence (MIPS) [52]. A, up-regulated genes; B, down-regulated genes.

**Figure 2:**
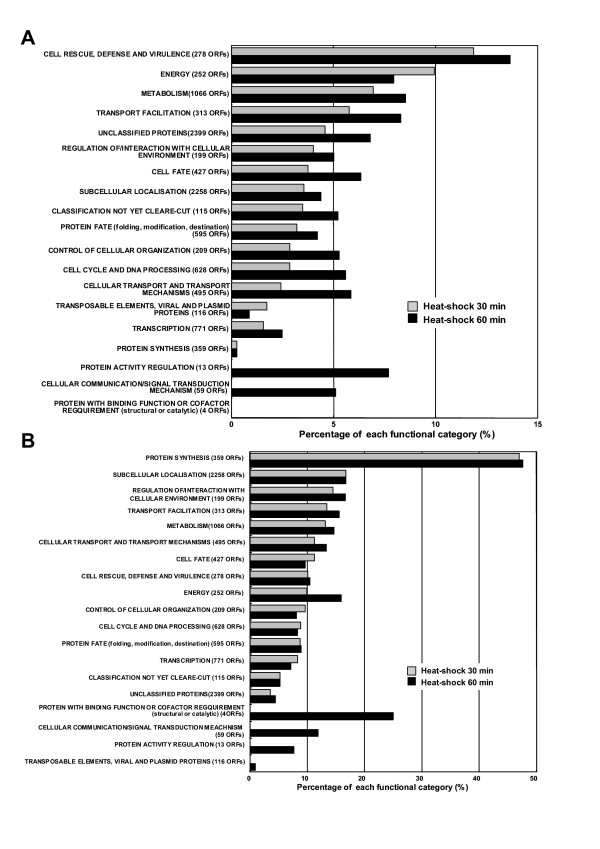
**The overview of expressed genes in the mild heat-shocked wild-type. ***S. cerevisiae *JN54 (wild-type) cells were incubated at 30°C to a logarithmic phase (OD_660 _= 1), and were then treated with mild heat-shock at 43°C for 30 or 60 min. The up-regulated genes (over 2- fold expressed) and down-regulated genes (over 2-fold suppressed) in mild heat-shocked wild-type were determined by twice induction of three individual experiments. These genes were functionally categorized as in Figure 1. A, up-regulated genes. B, down-regulated genes.

In the *ssa1*/*2 *deletion mutant, the percentages of up-regulated genes categorized in "Cell rescue defense and virulence", "Transport facilitation" and "Protein fate" was approximately 2–6 times larger than those of the down-regulated genes (Fig. 3A), and the opposite results were found in "Cellular communication/signal transduction mechanism" category (Fig. 3B). In the mild heat-shocked wild-type, there were no categories in which the percentages of up-regulated genes were over 2-times larger than those of the down-regulated genes (Fig. 4A). However, the percentage of down-regulated genes in "Protein synthesis" was particularly larger (ca. 170-times) than that of the up-regulated genes (Fig. 4B). Thus, the number of up-regulated genes in "Protein synthesis" was remarkably smaller than that of the down-regulated genes in the heat-shocked wild type. Conversely, in the *ssa1/2 *deletion mutant, the number of up-regulated genes in "Protein synthesis" was larger than that of the down-regulated genes. Therefore, we focused on protein synthesis and correlated protein fate as well as "Cell rescue, defense and virulence" in the *ssa1/2 *deletion mutant.

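Most genes of the cytosolic ribosome fell in the mild heat-shocked wild-type. Of 124 measured genes of cytosolic ribosomal proteins, 114 fell and none rose after 30 min, and 116 fell and none rose after 60 min by limma. When adjusted over the list alone, 118 and 119 fell, and at an unadjusted p under 0.05, 118 and 119 fell and 0 rose. By the paper's rule, 115 were over 2-fold down at each time. The median log2 ratio of these genes was -2.10 at 30 min and -2.54 at 60 min. *RPL4B* (YDR012W), of the large subunit, had a log2 ratio of -3.37 ± 0.47 (SD, n = 3, adjusted p = 3.13e-05 from limma) and then -3.45 ± 0.25 (SD, n = 3, adjusted p = 8.25e-06). *RPL2B* (YIL018W), also of the large subunit, had -3.03 ± 0.63 (SD, n = 3, adjusted p = 9.59e-05) and -4.38 ± 0.60 (SD, n = 3, adjusted p = 8.24e-06). *RPS7A* (YOR096W), of the small subunit, had -3.31 ± 1.01 (SD, n = 3, adjusted p = 0.000261) and -4.22 ± 0.87 (SD, n = 3, adjusted p = 3.82e-05). Compared with all other genes, the list had an adjusted p of 4.55e-41 at 30 min and 4.40e-45 at 60 min from camera (adjusted p = 0.358 and 0.340 with an estimated correlation). That correlation was 0.606, so the genes counted are not independent. Against no change, fry gave the list an adjusted p of 0.0101 and 0.00755.

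**Figure D1:**
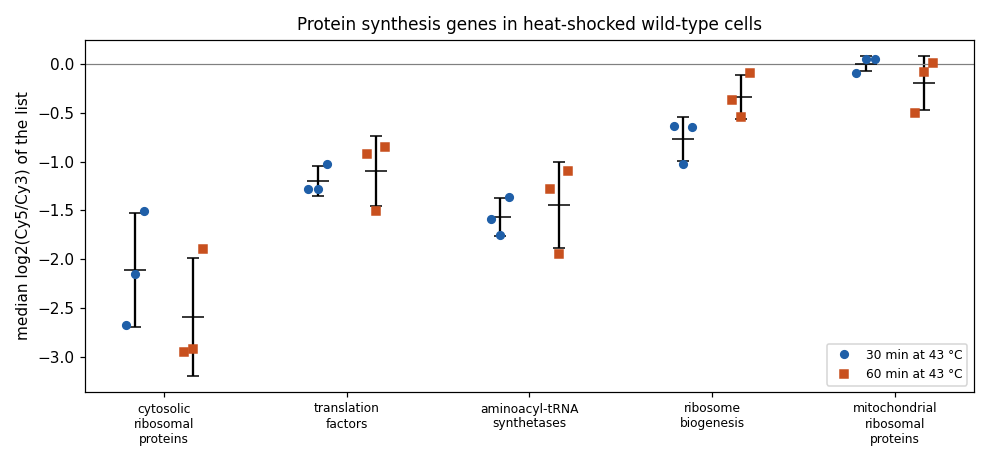
Median log2(Cy5/Cy3) of each gene list in each experiment (points) after 30 and 60 min at 43°C, with the mean and SD of the 3 experiments. The cytosolic ribosomal proteins lie lowest, with medians from -2.67 to -1.51 at 30 min and from -2.95 to -1.89 at 60 min, and those of the mitochondrial ribosomal proteins lie between -0.51 and 0.05.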

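Other genes of cytosolic protein synthesis also fell. Of 35 translation factors, 31 fell after 30 min and 25 after 60 min (32 and 26 when adjusted over the list alone). Of 20 cytosolic aminoacyl-tRNA synthetases, 19 and 20 fell (19 and 20 over the list alone). No gene of either list rose by limma, nor at an unadjusted p under 0.05 (0 of 35 and 0 of 20 at each time). *EFT2* (YDR385W), which encodes elongation factor eEF-2, fell by a log2 ratio of 2.26 ± 0.31 (SD, n = 3, adjusted p = 0.00131 from limma) and 3.01 ± 1.17 (SD, n = 3, adjusted p = 0.000191). *TEF4* (YKL081W), a subunit of elongation factor eEF-1B, fell by 2.62 ± 0.58 (SD, n = 3, adjusted p = 0.000300) and 2.31 ± 0.82 (SD, n = 3, adjusted p = 0.000398). *DED81* (YHR019C), the asparaginyl-tRNA synthetase, fell by 2.38 ± 0.81 (SD, n = 3, adjusted p = 0.000370) and 2.29 ± 0.44 (SD, n = 3, adjusted p = 0.000314). Camera gave the translation factors an adjusted p of 3.41e-14 and 9.29e-10 and the synthetases 1.79e-12 and 1.42e-10 (adjusted p = 0.358 at 30 min and 0.340 at 60 min for both lists with an estimated correlation).
The 72 mitochondrial ribosomal proteins measured had median log2 ratios of -0.04 and -0.23. Of these, 1 rose and 1 fell after 30 min, and 4 rose and 15 fell after 60 min (0 and 0, then 3 and 11, when adjusted over the list alone). *MRPS12* (YNR036C) fell by 1.33 ± 0.11 (SD, n = 3, adjusted p = 0.000658) after 60 min. The list did not pass camera at 30 min (adjusted p = 0.684, where the median and fry have the opposite sign to camera) or at 60 min (adjusted p = 0.0941; 0.0372 and 0.0277 without experiment 2 or 3 of 60 min and 0.0317 without experiment 3 of both times). Over these 4 lists, 157 of 251 genes were over 2-fold down at 30 min and 156 at 60 min, or 25.6% and 24.8% of all genes over 2-fold down, and 0 were over 2-fold up at either time.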

**Figure 3:**
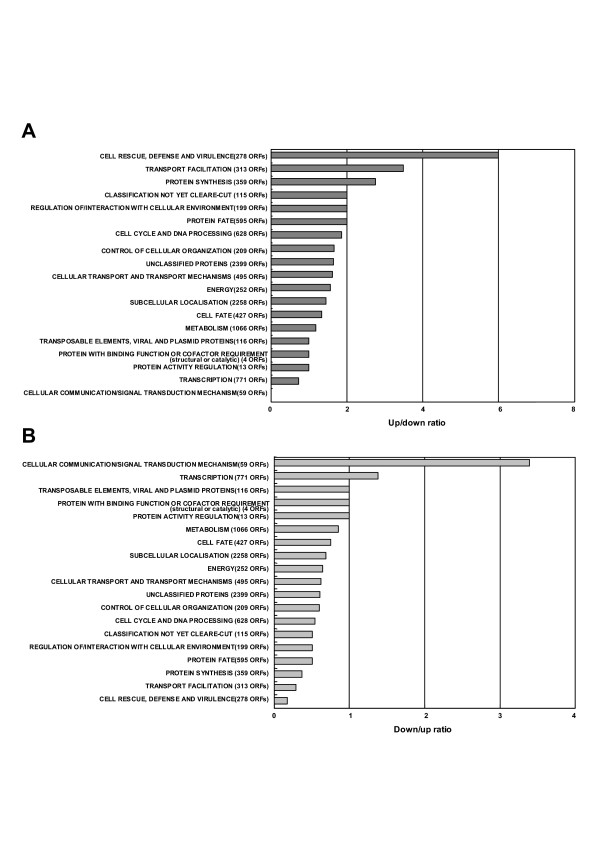
**The comparison between up-regulated genes and down-regulated genes in the *ssa1/2 *deletion mutant. **Functional categories were the same as in Figure 1. The ratios of up/down-regulated genes or down/up-regulated genes were calculated using the percentages of each category in Fig. 1. A, up/down-regulated genes; B, down/up-regulated genes.

**Figure 4:**
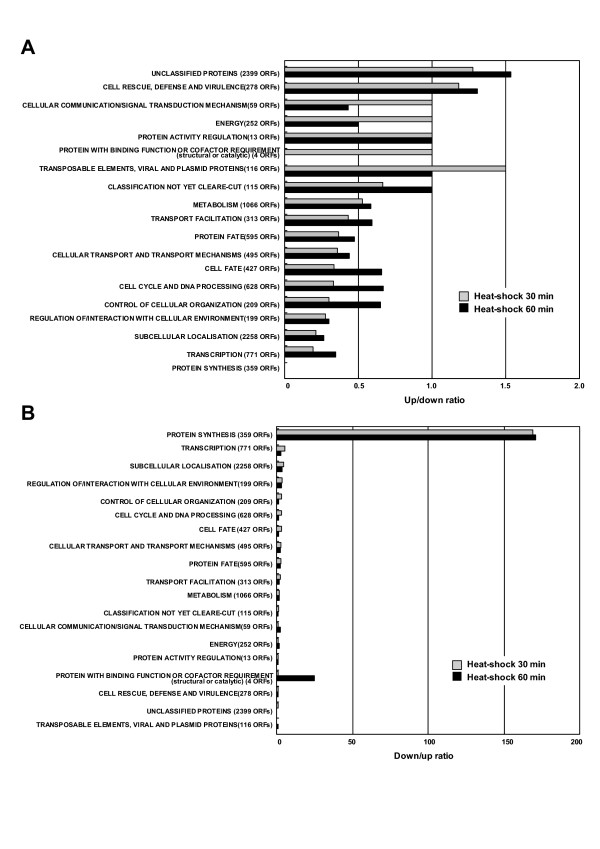
**The comparison between up-regulated genes and down-regulated genes in the mild heat-shocked wild-type. **Functional categories are as given in Figure 1. The ratios of up/down-regulated genes or down/up-regulated genes were calculated using the percentages of each category in Fig. 2. A, up/down-regulated genes; B, down/up-regulated genes.

Figure 5 shows a detailed comparison of these categorized genes up-regulated in the *ssa1/2 *deletion mutant and in the mild heat-shocked wild-type. Figure 5A shows the comparison of all the genes up-regulated in the *ssa1/2 *deletion mutant and the mild heat-shocked wild-type. 

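In the mild heat-shocked wild-type, 153 genes were over 2-fold up at both 30 and 60 min. Another 113 were over 2-fold up at 30 min alone and 262 at 60 min alone. This order turned after scaling of the arrays, to 186 and 119, and without experiment 1 or 2 of 60 min, to 180 and 41 and to 166 and 57. Without an experiment of 60 min, the rule asks for both of those left at 60 min. The count at 60 min alone could then only fall, which favours that turn by construction. Without experiment 1, 2 or 3 of 30 min, 43, 38 and 72 were up at 30 min alone, and over 2-fold in all 3 experiments, 42 and 46 were up at 1 time alone. No gene over 2-fold up at one time was over 2-fold down at the other. *HSP82* (YPL240C), the inducible Hsp90, was among the genes up at both times, with a log2 ratio of 1.87 ± 0.54 (SD, n = 3, adjusted p = 0.000566 from limma) and 1.28 ± 0.40 (SD, n = 3, adjusted p = 0.00358). *HSP60* (YLR259C), the chaperonin of mitochondria, rose by 1.16 ± 0.69 (SD, n = 3, adjusted p = 0.00922) after 30 min. This call was lost without experiment 2 or 3 of 30 min (adjusted p of 0.0691 to 0.111). It had a log2 ratio of -0.39 ± 0.25 (SD, n = 3, adjusted p = 0.278) after 60 min. The difference of *HSP60* between the times had an adjusted p of 0.449, and no gene had a smaller one. Of 1155 genes called by limma at both times, 1153 changed in the same direction. The mean log2 ratios of the 2 times had a Pearson r of 0.836 across genes, which are not independent replicates. A dye bias of a gene would enter both times and add to this likeness and to the overlap, and it was not measured. In a direct test with limma, 0 genes differed between 60 and 30 min, while 516 had an unadjusted p under 0.05, where 5% of the genes is 301. Other splits of the experiments into 3 and 3 gave 85 to 605 such genes. As genes are not independent, 516 against 301 thus shows no excess. With array weights 3 genes were higher and 3 lower at 60 min, with a replicate block 1 was lower, and without experiment 1 of 30 min 2 were lower. The number of genes over 2-fold up at both times was 100 and 98 without experiment 1 or 2 of 30 min, and 86 and 96 without experiment 1 or 2 of 60 min.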

In the categories of "Cell rescue, defense and virulence", several Hsps, including molecular chaperones, were commonly up-regulated in the *ssa1/2 *deletion mutant and the mild heat-shocked wild-type (Fig. 5B). 

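Of the genes that Fig. 5B places among those up-regulated by mild heat shock, 33 of the 33 measured were over 2-fold up at 30 min and 41 of 41 at 60 min, and 33 and 40 of these rose by limma. Without experiment 1 or 2 of 60 min, 22 and 27 of the 41 were over 2-fold up at 60 min, and without experiment 1, 2 or 3 of 30 min, 28, 26 and 27 of the 33 at 30 min. Over 2-fold in all 3 experiments, the numbers were 24 and 22. These settings ask for every experiment kept, so they can only lower the tally. These genes were chosen by the authors on the same samples, so the tally is not independent evidence of their direction. *HSP30* (YCR021C), a stress protein of the plasma membrane, rose by a log2 ratio of 2.68 ± 0.99 (SD, n = 3, adjusted p = 0.00287 from limma) after 30 min and 2.10 ± 1.49 (SD, n = 3, adjusted p = 0.00800) after 60 min. There the call was lost without experiment 2 of 60 min (adjusted p = 0.0651). *HSP10* (YOR020C), the co-chaperonin of mitochondria, rose by 1.19 ± 0.47 (SD, n = 3, adjusted p = 0.00412) after 30 min. Its call was lost without experiment 2 of 30 min (adjusted p = 0.0514). It had 0.36 ± 0.22 (SD, n = 3, adjusted p = 0.249) after 60 min. *CYC7* (YEL039C), an isoform of cytochrome c induced by stress, rose by 1.85 ± 0.42 (SD, n = 3, adjusted p = 0.00144) and 2.65 ± 0.81 (SD, n = 3, adjusted p = 0.000135). *SSA2* (YLL024C), the constitutive Hsp70 deleted in the mutant, had log2 ratios of 0.25 ± 0.55 (SD, n = 3, adjusted p = 0.489) and -0.70 ± 0.45 (SD, n = 3, adjusted p = 0.0603). *SSA2* was lower at 60 min without experiment 1 of 60 min (adjusted p = 0.0237). No probe carries the name *SSA1*. The paper describes the 2 genes as nearly identical in nucleotide sequence. The *SSA2* value may thus include *SSA1* transcript, which was not tested.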

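The cytosolic ribosomal protein genes *RPL37A*, *RPL25*, *RPS15* and *RPL8B* fell at both times in the mild heat-shocked wild-type. *RPL8B* (YLL045C) had the largest decrease of these, with a log2 ratio of -2.50 ± 0.70 (SD, n = 3, adjusted p = 0.000265 from limma) after 30 min and -2.63 ± 0.54 (SD, n = 3, adjusted p = 0.000135) after 60 min. *RPL25* (YOL127W) had -2.15 ± 0.42 (SD, n = 3, adjusted p = 0.000259) and -1.62 ± 0.47 (SD, n = 3, adjusted p = 0.000771). *RPL37A* (YLR185W) had -1.82 ± 0.73 (SD, n = 3, adjusted p = 0.00198) and -1.83 ± 0.64 (SD, n = 3, adjusted p = 0.00138). *RPS15* (YOL040C) had -1.82 ± 0.89 (SD, n = 3, adjusted p = 0.00301) and -2.19 ± 0.62 (SD, n = 3, adjusted p = 0.000728). The genes of mitochondrial ribosomal proteins *MRPL10*, *RSM18* and *RSM10* passed the test at neither time, with adjusted p of 0.237, 0.958 and 0.855 at 30 min and 0.0593, 0.776 and 0.989 at 60 min. *MRPL10* was lower at 60 min without experiment 2 of 60 min (adjusted p = 0.0258). *MRP8* had a log2 ratio of 0.39 ± 0.19 (SD, n = 3, adjusted p = 0.236) after 30 min. It rose by 0.71 ± 0.53 (SD, n = 3, adjusted p = 0.0393) after 60 min. The call was lost when any experiment but the third of 60 min was left out (adjusted p of 0.0588 to 0.178). None of these 8 genes was over 2-fold up at either time, and a count of 0 by the paper's rule carries no test.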

Although genes related to protein synthesis were greatly suppressed in the mild heat-shocked wild-type, ribosomal protein genes were found to be up-regulated only in the *ssa1/2 *deletion mutant (Fig. 5C). Table 1 shows the expression level of these genes: *RPL37A*, *RPL25*, *MRP8*, *RPS15*, *MRPL10*, *RSM18*, *RPL8B *and *RSM10*.

**Figure 5:**
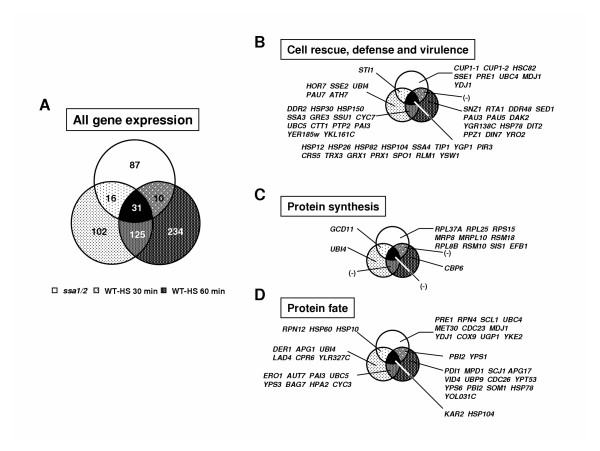
**The comparison of up-regulated genes in the *ssa1/2 *deletion mutant with those in mild heat-shocked wild-type. **Venn Diagrams were constructed by the "GeneSpring" software (Silicon Genetics). Functional subcategories are according to Figure 1.

**Table 1:** The genes involved in ribosomal proteins up-regulated in the *ssa1/2 *deletion mutant.

Gene name	Expression level*	Description
*RPL37A*	3.2	60S ribosomal protein L37A (YL35)
*RPL25*	2.8	Ribosomal protein L25 (rpl6L)
*MRP8*	2.4	Mitochondrial ribosomal protein
*RPS15*	2.2	40S ribosomal protein S15 (S21) (rp52) (RIG protein)
*MRPL10*	2.0	Mitochondrial ribosomal protein MRPL10 (YmL10)
*RSM18*	1.9	Protein of the small subunit of the mitochondrial ribosome
*RPL8B*	1.8	Ribosomal protein L8B (L4B) (YL5)
*RSM10*	1.7	Protein of the small subunit of the mitochondrial ribosome

*The expression levels are the average value of three independent experiments.

On the other hand, in the category of "Protein fate", the *PRE1*, *RPN4*, *RPN12 *and *SCL1 *genes that encode for cytosolic proteasome subunits, were found to be up-regulated in *ssa1/2 *deletion mutant (Fig. 5D). In addition, the *UBC4 *(ubiquitin conjugating enzyme) gene was also up-regulated. Table 2 shows the expression level of the genes involved in protein degradation. These results suggest that the ubiquitin-proteasome protein degradation pathway is activated in the *ssa1/2 *deletion mutant. 

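*UBC5* (YDR059C), which encodes a ubiquitin-conjugating enzyme, rose at both times in the mild heat-shocked wild-type, by a log2 ratio of 1.60 ± 0.20 (SD, n = 3, adjusted p = 0.000408 from limma) after 30 min and 1.43 ± 0.23 (SD, n = 3, adjusted p = 0.000544) after 60 min. *UBI4* (YLL039C), the stress-inducible polyubiquitin gene, rose by 1.37 ± 0.73 (SD, n = 3, adjusted p = 0.00435) after 30 min. That call was lost without experiment 2 of 30 min (adjusted p = 0.0664). It had 0.75 ± 0.20 (SD, n = 3, adjusted p = 0.0503) after 60 min, and passed there without experiment 1 or 2 of 30 min (adjusted p of 0.0395 to 0.0456). *UBP9* (YER098W), a ubiquitin-specific protease, had 0.53 ± 0.19 (SD, n = 3, adjusted p = 0.0894) after 30 min. It rose by 0.94 ± 0.36 (SD, n = 3, adjusted p = 0.00795) after 60 min. None of the 3 differed between the times by limma, with adjusted p of 0.656 for *UBI4*, 0.875 for *UBC5* and 0.708 for *UBP9*. *UBC4*, which the paper reports as up in the mutant, had a log2 ratio of 0.79 (adjusted p = 0.0663 from limma) after 30 min. After 60 min it rose by 1.03 (adjusted p = 0.0199) and was over 2-fold up by the paper's rule. Neither call at 60 min held without experiment 1 or 3 of 60 min. Of 36 genes of ubiquitin and its enzymes, 5 rose and 2 fell after 30 min, and 7 rose and 3 fell after 60 min (4 and 1, then 7 and 3, when adjusted over the list alone). These genes had a median log2 ratio of 0.16 at 30 min and 0.11 at 60 min, and it did not pass camera at either time (adjusted p = 0.0752 and 0.182). At 30 min it passed without experiment 1 of 30 min (adjusted p = 0.0289) and after print-block centring (adjusted p = 0.0495).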

Although a few ubiquitin-proteasome genes (*UBI4*, *UBC5 *and *UBP9*) were up-regulated in the mild heat-shocked wild-type, they were not in common with those up-regulated in the *ssa1/2 *deletion mutant (Fig. 5D). 

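*AUT7*, listed here as *ATG8* (YBL078C), which encodes the ubiquitin-like protein of the autophagosome membrane, rose in the mild heat-shocked wild-type by a log2 ratio of 1.49 ± 0.04 (SD, n = 3, adjusted p = 0.00273 from limma) after 30 min and 1.99 ± 0.75 (SD, n = 3, adjusted p = 0.000368) after 60 min. *APG17*, listed as *ATG17* (YLR423C), a scaffold of autophagosome formation, rose by 0.97 ± 0.40 (SD, n = 3, adjusted p = 0.0459) after 30 min. This call was lost without any 1 of the 3 experiments of 30 min (adjusted p of 0.108 to 0.277). It rose by 1.90 ± 0.96 (SD, n = 3, adjusted p = 0.00146) after 60 min. *ERO1* (YML130C), the oxidase of disulfide formation in the ER, rose by 1.05 ± 0.44 (SD, n = 3, adjusted p = 0.0299) after 30 min. Its call was lost without experiment 1 or 2 of 30 min (adjusted p of 0.179 to 0.190). It rose by 2.28 ± 0.89 (SD, n = 3, adjusted p = 0.000406) after 60 min. *PDI1* (YCL043C), the protein disulfide isomerase of the ER, had 0.18 ± 0.21 (SD, n = 3, adjusted p = 0.539) after 30 min. It rose by 0.89 ± 0.27 (SD, n = 3, adjusted p = 0.00834) after 60 min. Its difference between the times had an adjusted p of 0.533. *DER1* (YBR201W), a protein of ER-associated degradation, rose by 1.07 ± 0.36 (SD, n = 3, adjusted p = 0.00907) after 30 min and 0.83 ± 0.48 (SD, n = 3, adjusted p = 0.0227) after 60 min. At 30 min its call was lost without experiment 1 or 2 of 30 min (adjusted p of 0.0675 to 0.102), and at 60 min without experiment 2 of 60 min (adjusted p = 0.128). Of 43 genes of autophagy and vacuolar proteases, 12 rose after 30 min and 16 after 60 min (12 and 17 when adjusted over the list alone). At 30 min none fell by limma, and 2 had a log2 ratio below 0 at an unadjusted p under 0.05. At 60 min *APE3*, a vacuolar aminopeptidase, fell. Autophagy genes had a median log2 ratio of 0.37 and 0.51, with an adjusted p of 0.000932 and 0.000943 from camera (adjusted p = 0.364 and 0.340 with an estimated correlation). Against no change, fry gave 0.0144 at 30 min.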

The proteasome genes up-regulated in the mild heat-shocked wild-type included vacuolar protein genes (*AUT7*, *LAD4 *and *APG17*), and unfolded protein response (UPR) genes (*DER1*, *PDI1 *and *ERO1*) (Fig. 5D).

**Table 2:** The genes involved in proteolytic degradation up-regulated in the *ssa1/2 *deletion mutant.

Gene name	Expression level*	Description
*CDC23*	3.7	Cell division cycle protein
*PRE1*	3.0	22.6 kDa proteasome subunit (20S proteasome subunit C11 (beta4))
*UBC4*	2.8	Ubiquitin-conjugating enzyme
*RPN4*	2.6	Ubiquitin-mediated 26S proteasome subunit
*MET30*	2.5	Met30p contains 5 copies of WD40 motif and interacts with and regulates Met4p
*SCL1*	2.4	20S proteasome subunit YC7alpha/Y8 (protease yscE subunit 7)
*PBI2*	2.3	Proteinase inhibitor that inhibits protease Prb1p (yscB)
*RPN12*	2.0	26S proteasome regulatory subunit

*The expression levels are the average value of three independent experiments.

### Confirmatory RT-PCR for proteolytic degradation- and ribosomal biogenesis-related genes

To verify that both protein synthesis and degradation are activated in the *ssa1/2 *deletion mutant, RT-PCR analysis of several proteolytic degradation genes and cytosolic ribosomal protein genes was carried out. Proteasome subunit genes (*PRE1, RPN4, RPN12*, and *SCL1*), an ubiquitin conjugating enzyme gene (*UBC4*), and cytosolic ribosomal protein genes were found to be up-regulated in the *ssa1/2 *deletion mutant compared with the wild-type (Fig. 6A and Fig. 6B). This result supports the cDNA microarray data showing that both ubiquitin-proteasome protein degradation and protein synthesis were activated by deletion of the *SSA1*/*2 *genes. Only *KAR2 *was highly expressed among the UPR genes (Fig. 6A).

**Figure 6:**
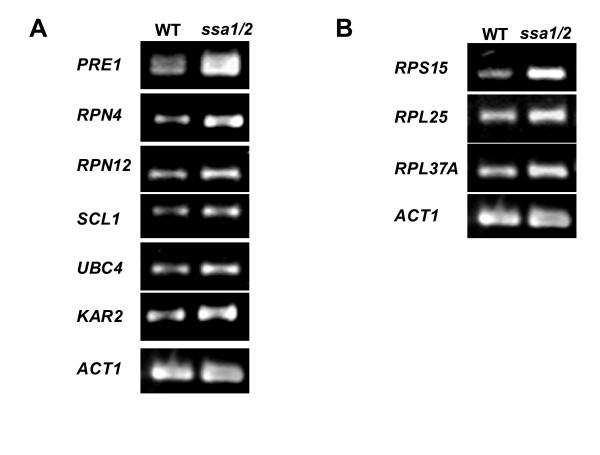
**RT-PCR analysis of ribosomal protein and proteolytic degradation genes in the *ssa1/2 *deletion mutant and wild-type. **RT-PCR was carried out as described in "Materials and Methods", and primers, product size and numbers of PCR cycle are described on Table 3. The RT-PCR products were run on a 4% Nu-Sieve 3:1 Plus agarose gel. A, genes for proteolytic degradation. B, ribosomal protein genes.

### Immunoblot analysis of proteolytic degradation-related gene products

To confirm that ubiquitin-proteasome protein degradation is activated at the translational level in the *ssa1/2 *deletion mutant, immunoblot analysis was performed. Pre1p (20 S proteasome subunit) and Rpn4p (Ubiquitin-mediated 26 S proteasome subunit) increased in the *ssa1/2 *deletion mutant compared with the wild-type (Fig. 7). An anti-multi ubiquitin mouse monoclonal antibody (FK2) [31,32] detects only ubiquitin that is covalently bound to substrate proteins, i.e. ubiquitinated proteins, and not free ubiquitin [31,32]. Ubiquitinated proteins especially with molecular weights less than 30 kDa increased in the *ssa1/2 *deletion mutant in comparison with the wild-type (Fig. 8).

**Figure 7:**
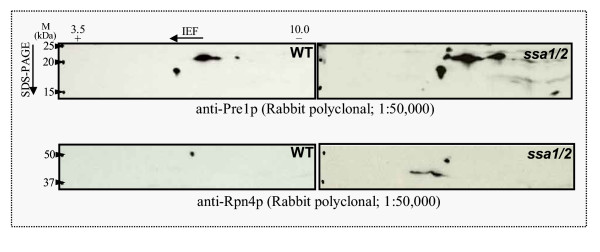
**Immunoblot analysis of proteasome subunit genes in the *ssa1/2 *deletion mutant and wild-type. **2-DGE was performed as described in "Material and Methods", followed by immunoblot analysis. A, Pre1p (20 S proteasome subunit). B, Rpn4p (Ubiquitin-mediated 26 S proteasome subunit).

**Figure 8:**
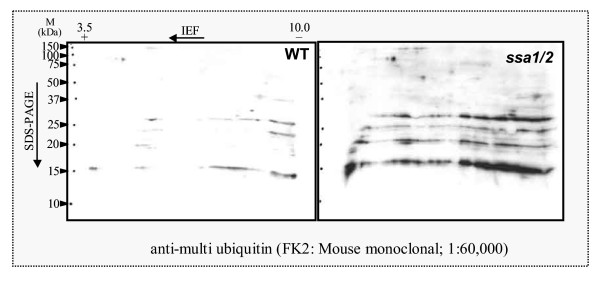
**Ubiquitinated proteins in the *ssa1/2 *deletion mutant and wild-type. **2-DGE was performed followed by immunoblot using an anti-multi ubiquitin mouse monoclonal antibody (FK2).

## Discussion

In the present study, we reveal global differences in gene expression between yeast cells lacking two cytosolic *HSP70*s, *SSA1 *and *SSA2*, and the mild-heat-shocked wild-type using cDNA microarray technologoly.

Results from cDNA microarray analysis reveal that the stress-inducible protein genes, including molecular chaperones, were up-regulated in the *ssa1/2 *deletion mutant in a similar fashion as seen in the mild heat-shocked wild-type (Figs. 1A, 2A, and 5B). It is clear that thermotolerance is due to expression of these stress-inducible proteins. In the *ssa1/2 *deletion mutant, *HSF1 *suppressing growth rate of the *ssa1/2 *[15,16] was expressed normally and its expression level was unchanged (data not shown). Several genes involved in the ubiquitin-proteasome protein degradation pathway were up-regulated in the *ssa1/2 *deletion mutant (Fig. 5D and Table 2). *UBC4 *[33,34] was also up-regulated in the *ssa1/2 *deletion mutant, which is consistent with a previous report [35]. *UBC4/5 *is necessary for binding between the substrates and Lys48 of ubiquitin that is a target of the 26 S proteasome [34], and for binding between the substrates and Lys63 of ubiquitin, that is not a target of the 26 S proteasome. In addition to *UBC4*, we found up-regulation of several proteasome genes (*PRE1*, *RPN4*, *RPN12 *and *SCL1*) in the *ssa1/2 *deletion mutant. *PRE1 *and *SCL1 *encode 20 S proteasome, and *RPN4 *and *RPN12 *encode 26 S proteasome [36]. *RPN4 *(*SON1*) is a factor involved in ERAD (endoplasmic reticulum associated degradation) [37]. All these genes are essential for degradation of the ubiquitinated proteins [36,38]. RT-PCR data support the up-regulation of these proteasome genes by the deletion of *SSA1/2 *(Fig. 6A). Moreover, we confirmed that Pre1p and Rpn4p were up-regulated in the *ssa1/2 *deletion mutant at the translational level by immunoblotting (Fig. 7). This result provided further evidence that proteolytic degradation by proteasomes was stimulated by the deletion of *SSA1/2*. As shown in Fig. 8, more ubiquitinated proteins, especially with molecular weights less than 30 kDa, were detected in the *ssa1/2 *deletion mutant than in the wild-type. The deletion of *UBP3 *in *ssa1/2 *has been reported to lead to a significant increase in the number of the ubiquitinated proteins, mainly with molecular weights of more than 30 kDa [35]. The expression level of *UBP3 *did not change in the *ssa1/2 *deletion mutant compared with the wild-type (data not shown). Therefore, the increase of ubiquitinated proteins in *ssa1/2 *is not caused by the deletion of *UBP3*. There are two possibilities for the increase of ubiquitinated proteins in the *ssa1/2 *deletion mutant. First, insufficiency of the UPR in the *ssa1/2 *deletion mutant may lead to activation of the ubiquitin-proteasome protein degradation system. Thus, ubiquitination of the target proteins increases and the expression of proteasome genes is induced. Second, some defect of deubiquitination occurs in the *ssa1/2 *deletion mutant, consequently leading to the accumulation of ubiquitinated proteins in the cell followed by cell death. Furthermore, proteolytic degradation by proteasomes is facilitated. On the other hand, we found that several genes encoding ribosomal proteins were up-regulated in the *ssa1/2 *deletion mutant (Figs. 5C, 6A, and Table 1), implying that protein synthesis is activated by the deletion of *SSA1/2*.

In case of the mild heat-shocked wild-type, genes involved in protein synthesis were significantly suppressed (Figs. 2B and 4B), and the proteasome genes up-regulated in the *ssa1/2 *deletion mutant did not show any change in their expression levels (Fig. 5D). Instead, some UPR genes (*PDI1*, *DER1*, *ERO1 *and *KAR2*) were up-regulated (Fig. 5D), implying that UPR occurs during mild heat-shock. 

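Of 33 subunits of the 26S proteasome, 1 rose and none fell in the mild heat-shocked wild-type after 30 min, and 1 rose and 2 fell after 60 min by limma (1 and 0, then 0 and 0, when adjusted over the list alone). At an unadjusted p under 0.05, 3 rose and 0 fell at 30 min, and 2 rose and 3 fell at 60 min. *RPN12* (YFR052W), of the regulatory particle, rose by a log2 ratio of 1.28 ± 0.15 (SD, n = 3, adjusted p = 0.00422 from limma) after 30 min and 0.72 ± 0.63 (SD, n = 3, adjusted p = 0.0447) after 60 min. There the call was lost when any experiment but the second of 60 min was left out (adjusted p of 0.0663 to 0.181). *PRE1* (YER012W), of the core particle, had 0.67 ± 0.29 (SD, n = 3, adjusted p = 0.128) and 0.53 ± 0.94 (SD, n = 3, adjusted p = 0.207), and it passed at both times without experiment 2 of 60 min (adjusted p = 0.0294 and 0.0149). *SCL1* (YGL011C), also of the core particle, had 0.39 ± 0.35 (SD, n = 3, adjusted p = 0.280) and 0.36 ± 0.62 (SD, n = 3, adjusted p = 0.301). *RPN4* (YDL020C), the transcription factor of the proteasome genes, had 0.12 ± 0.32 (SD, n = 3, adjusted p = 0.726) and -0.46 ± 0.52 (SD, n = 3, adjusted p = 0.168). The genes that fell at 60 min were *PRE2* and *PRE3* of the core particle, with log2 ratios of -0.74 ± 0.19 (SD, n = 3, adjusted p = 0.0154) and -0.69 ± 0.55 (SD, n = 3, adjusted p = 0.0465). The call of *PRE2* was lost without experiment 3 of 60 min (adjusted p = 0.0732) and that of *PRE3* when any experiment but the first of 60 min was left out (adjusted p of 0.0702 to 0.245). The median log2 ratio of the proteasome list was 0.24 and -0.09, and it did not pass camera (adjusted p = 0.0894 and 0.667). It passed without experiment 1 of 30 min at 30 min (adjusted p = 0.0494) and without experiment 1 of 60 min at 60 min (adjusted p = 0.0436). Without experiment 2 of 60 min its direction at 60 min turned (adjusted p = 0.129).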

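Among genes of folding in the ER, *KAR2* and *SIL1* rose at both times in the mild heat-shocked wild-type. *KAR2* (YJL034W), the Hsp70 of the ER lumen, rose by a log2 ratio of 1.47 ± 0.17 (SD, n = 3, adjusted p = 0.000587 from limma), or 2.78-fold, after 30 min and of 2.14 ± 0.23 (SD, n = 3, adjusted p = 5.14e-05), or 4.40-fold, after 60 min. *SIL1* (YOL031C), the nucleotide exchange factor of Kar2, rose by 1.12 ± 0.70 (SD, n = 3, adjusted p = 0.0134) after 30 min. The call was lost without experiment 1 or 2 of 30 min (adjusted p of 0.0699 to 0.153). It rose by 2.36 ± 0.40 (SD, n = 3, adjusted p = 0.000175) after 60 min. *SCJ1* (YMR214W), a DnaJ-like protein of the ER, had 0.73 ± 0.48 (SD, n = 3, adjusted p = 0.0519) and then rose by 1.30 ± 0.45 (SD, n = 3, adjusted p = 0.00321). It passed at 30 min without experiment 1 or 2 of 60 min (adjusted p of 0.0231 to 0.0484). The differences of *KAR2* and *SIL1* between the times had adjusted p of 0.556 and 0.495. Of 16 genes of ER folding and the UPR, 3 rose after 30 min (*KAR2*, *SIL1* and *ERO1*) and 7 rose after 60 min, when *LHS1*, *SCJ1*, *PDI1* and *MPD1* were added (3 and 7 when adjusted over the list alone). At 30 min none fell by limma (0 at an unadjusted p under 0.05), and at 60 min *CPR5*, a cyclophilin of the ER, fell. The median log2 ratio of the list was 0.11 at 30 min and 0.41 at 60 min, with an adjusted p of 0.136 and 0.00948 from camera (adjusted p = 0.340 at 60 min with an estimated correlation). Against no change, fry gave 0.0580 and 0.00759. Fig. 5D calls *KAR2*, *ERO1*, *SIL1*, *SCJ1*, *PDI1* and *MPD1* up on these same samples, so the list is not independent evidence. From the higher expression of *PDI1*, *DER1*, *ERO1* and *KAR2*, the paper proposes that UPR occurs during mild heat shock.

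**Figure D2:**
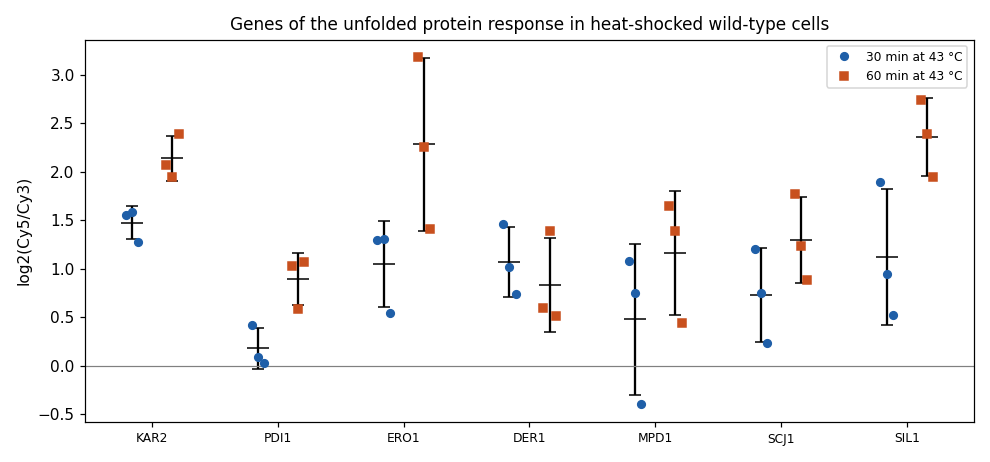
Log2(Cy5/Cy3) of 7 genes of ER folding and ER-associated degradation in each experiment (points) after 30 and 60 min at 43°C, with the mean and SD of the 3 experiments. Fig. 5D places all 7 among genes up at 1 or both times on these same samples, so they do not stand for their lists. The 16 genes of ER folding had a median log2 ratio of 0.11 at 30 min and 0.41 at 60 min. *KAR2* lies between 1.28 and 2.39 in every experiment, and *MPD1* has 1 experiment below 0 at 30 min.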

The mechanism of UPR is known to induce the up-regulation of ER chaperones for refolding when unfolded proteins accumulate in the ER [39]. In the *ssa1/2 *deletion mutant, the expression of three UPR genes (*PDI1*, *DER1 *and *ERO1) *remained unchanged (data not shown), and only *KAR2 *was up-regulated (Fig. 3).

Gasch *et al*. has reported the genome-wide expression analysis of yeast cells exposed to environmental changes [40]. We compared our data on the mild heat shocked wild-type yeast cells with their data on the wild-type cells shifted to 37°C from 25°C. The stress-inducible protein genes up-regulated in the mild-heat shocked wild type (*SSA3, SSA4, SSE2, CTT1, HSP26, HSP78, and HSP104) *(Fig. 5B) are in common with the results obtained by Gasch *et al*. [40]. 

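*SSA3*, *SSA4*, *HSP26* and *HSP104* rose at both times in the mild heat-shocked wild-type. *SSA4* (YER103W), an inducible Hsp70 of the cytosol, rose by a log2 ratio of 4.34 ± 0.87 (SD, n = 3, adjusted p = 4.26e-05 from limma), or 20.3-fold, after 30 min and of 2.83 ± 0.75 (SD, n = 3, adjusted p = 0.000210), or 7.10-fold, after 60 min. *SSA3* (YBL075C), its paralog, rose by 2.71 ± 0.69 (SD, n = 3, adjusted p = 0.000618) and 1.61 ± 1.10 (SD, n = 3, adjusted p = 0.00836). *HSP26* (YBR072W), a small heat-shock protein, rose by 3.10 ± 1.18 (SD, n = 3, adjusted p = 0.00384) and 3.69 ± 1.91 (SD, n = 3, adjusted p = 0.00103). *HSP104* (YLL026W), the disaggregase, rose by 1.57 ± 0.62 (SD, n = 3, adjusted p = 0.0120) and then 2.83-fold (adjusted p = 0.0116). These calls were lost without experiment 2 of 30 min (adjusted p = 0.124) and experiment 1 of 60 min (adjusted p = 0.0528). *HSP78* (YDR258C), the disaggregase of mitochondria, rose by 0.91 ± 0.64 (SD, n = 3, adjusted p = 0.0339) after 30 min and 1.21 ± 0.51 (SD, n = 3, adjusted p = 0.00788) after 60 min. *CTT1* (YGR088W), the cytosolic catalase, rose by 1.24 ± 1.00 (SD, n = 3, adjusted p = 0.0376) and 1.11 ± 0.92 (SD, n = 3, adjusted p = 0.0475). *SSE2* (YBR169C), an Hsp110, rose by 1.36 ± 0.89 (SD, n = 3, adjusted p = 0.0235) after 30 min. It had 0.68 ± 0.99 (SD, n = 3, adjusted p = 0.192) after 60 min. Its difference between the times had an adjusted p of 0.716. At 30 min the call of *HSP78* was lost without any 1 of the 3 experiments of 30 min (adjusted p of 0.0611 to 0.307). That of *SSE2* was lost without experiment 2 or 3 (adjusted p of 0.0611 to 0.225), and that of *CTT1* without experiment 1 or 2 (adjusted p of 0.121 to 0.318). At 60 min the call of *CTT1* was lost without experiment 1 of 30 min or experiment 1 or 2 of 60 min (adjusted p of 0.0647 to 0.189).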

In the category of "Protein fate", more than 70% of the up-regulated genes in our experiments are also in common with their results [40], even though there is a time lag with their experiments. However, *DER1*, one of the UPR genes, was not found to be up-regulated in their study during the entire the heat-shock treatment period [40]. In contrast, *DER1 *was up-regulated in our experiments (Fig. 5D). This may be due to the difference in the temperature and time of heat-shock treatment. On the other hand, in the category of "Protein synthesis", ribosomal protein genes are significantly suppressed in their experiments [40], which is consistent with our data. 

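The log2 ratio of *DER1* was above 0 in all 3 experiments at each time, from 0.74 to 1.46 at 30 min and from 0.52 to 1.39 at 60 min. Its calls by limma did not hold with each experiment left out in turn. Of 14 genes of ER-associated degradation, 2 rose after 30 min (*DER1* and *HRD1*) and 3 after 60 min, when *HRD3* was added (1 and 3 when adjusted over the list alone). None fell by limma at either time, and 2 and 0 had a log2 ratio below 0 at an unadjusted p under 0.05. *HRD1* (YOL013C), a ubiquitin ligase of the ER membrane, rose by 0.83 ± 0.02 (SD, n = 3, adjusted p = 0.0439 from limma) after 30 min. That call was lost without any 1 of the 3 experiments of 30 min (adjusted p of 0.133 to 0.191). It rose by 1.39 ± 0.78 (SD, n = 3, adjusted p = 0.00343) after 60 min. *HRD3* (YLR207W), the partner of Hrd1, rose by 0.76 ± 0.35 (SD, n = 3, adjusted p = 0.0213) after 60 min. This call was lost without experiment 1 of 60 min (adjusted p = 0.0830). The median log2 ratio of the list was 0.19 at each time, and it did not pass camera (adjusted p = 0.222 and 0.208).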

From these comparisons, it can be said that our data on the mild heat-shocked wild-type is similar to that reported by Gasch *et al*. [40] in the categories of "Cell rescue, defense, and virulence", "Protein fate" and "Protein synthesis".

It is reasonable that UPR is activated and protein synthesis is suppressed in the mild heat-shocked wild-type. We speculate on the reasons as to why the genes involved in both protein degradation and protein synthesis are up-regulated in *ssa1*/*2 *deletion mutant. In the normal state, proteins are synthesized on the ribosome, followed by post-translational modifications in the ER or the Golgi apparatus to finally become mature and functional entitles. Schubert et al [41] showed that 30% of the de novo synthesized proteins are degraded before coming to maturity. Therefore, it can be reasoned that post-translational protein denaturation occurs moderately even under normal conditions. However, organisms have developed several mechanisms in their response to the denatured proteins. UPR is one of the ER quality control mechanisms [39]. In addition, the refolding of denatured proteins is carried out by cytosolic chaperones [25,42,43], including *SSA1/2 *[20,21]. It can be hypothesized that the deletion of *SSA1/2 *leads to the suppression of refolding, which is then followed by an accumulation of the denatured proteins in cells. The genes involved in proteolytic degradation may be up-regulated to remove such denatured proteins. However, if the ubiquitin-proteasome system keeps on degrading proteins, the depletion of the proteins essential for growth and development will occur. It is suggested that protein synthesis is activated to supply the proteins deleted by proteolytic degradation in the *ssa1/2 *deletion mutant. In the *ssa1/2 *deletion mutant, several hexose transporter genes (*HXT2*, *HXT4*, *HXT6*, *HXT7*), and the genes that belong to early part of glycolysis (*GLK1*, *HXK1*) were up-regulated (data not shown). The expression of these genes, involved in energy generation, may be required for sustaining the increased protein synthesis in the *ssa1/2 *deletion mutant. *HXT *genes up-regulated in the *ssa1/2 *deletion mutant are low-glucose dependent [44-46]. It is possible that the uptake of glucose is activated to generate energy, because energy is consumed by protein synthesis that is induced by the deletion of *SSA1/2*.

These results indicate that different mechanisms of the response to denatured proteins are employed between the *ssa1/2 *deletion mutant and the mild heat-shocked wild-type even though several up-regulated Hsps (molecular chaperones) are common between the *ssa1/2 *deletion mutant and the mild heat-shocked wild-type (Fig. 5B). When Hsp104p, Ydj1p (yeast Hsp40p), and Ssa1p exist together, their chaperone activities increase significantly [25]. From this, it is suggested that the deletion of *SSA1/2 *induces the suppression of their chaperone activities. Recently, the cooperation of Hsp26p wih Hsp104p/Hsp70p/Hsp40p chaperone system on protein disaggregation in yeast was reported [47,48]. Hsp26p co-aggregated with substrate is suggested to be a target of the Hsp104p/Hsp70p/Hsp40p chaperone system [47,48]. Although Ssa1p is able to disaggregate the early Hsp26p-substrate complex (small soluble aggregates), Hsp104p is essential in refolding the late Hsp26p-substrate complex (big insoluble aggregates) [47,48]. Moreover, excess or stoichiometric Hsp26p against denatured substrates is essential for effective refolding [47]. In the *ssa1/2 *deletion mutant, an increase in the mRNA expression levels of *HSP104 *and *HSP26 *was seen (Fig. 5B). Although the refolding of denatured proteins is sure to succeed if *HSP104*/Hsp104p and *HSP26*/Hsp26p are highly expressed, it is a fact that the ubiquitin-proteasome degradation system is facilitated in the *ssa1/2 *deletion mutant. It can be speculated that as constitutive protein denaturation occurs, the ubiquitin-proteasome degradation system is required in addition to the chaperone refolding system in the *ssa1/2 *deletion mutant. Furthermore, there is a possibility that protein refolding by molecular chaperones and ubiquitin-proteasome protein degradation are related. In mammalian cells, the following model has been reported; denatured proteins are refolded by Hsp70-HSP40 chaperone-mediated maturation pathway under the treatment of Hsp90 inhibitor, and then denatured proteins are degraded by ubiquitin-proteasome [49]. It is interesting to note that the ubiquitin-proteasome protein degradation system in yeast is induced when the chaperone function is inhibited by the deletion of *SSA1/2*. However, at present, our data are not sufficient to propose a similar model in yeast, and this remains a topic for future study.

## Conclusion

The protein synthesis and ubiquitin-proteasome degradation system were up-regulated in the *ssa1/2 *deletion mutant, whereas UPR genes were up-regulated but protein synthesis was strongly suppressed in the mild heat-shocked wild-type. These results suggest that the mechanism for rescue of denatured proteins in the *ssa1/2 *deletion mutant differs from that in the mild heat-shocked wild-type, although the phenomena on acquisition of thermotolerance are similar.

## Methods

### Strains and growth condition

*S. cerevisiae *JN14 is the *ssa1/2 *deletion mutant strain (*MATa his3-11, 3-15 leu2-3, 2-112 ura3-52 trp1-?1 lys2? Ssa1-3::HIS3 ssa2-2::URA3*) [15]. *S. cerevisiae *JN54 (*MATa his3-11, 3-15 leu2-3, 2-112 ura3-52 trp1-?1 lys2?*) is the parent strain (wild-type) of the *ssa1/2 *double mutant [15]. Yeast cells were incubated in 100 ml of YPD (1% yeast extract, 2% polypeptone and 2% glucose) medium at 30°C to a logarithmic phase (OD_660 _= 1) using 500 ml Erlenmeyer flasks, and collected by centrifugation (2,800 × g). Cells were washed with distilled water three times, and stocked in a -80°C deep freezer until used for total RNA extraction.

### Heat-shock treatment

*S. cerevisiae *JN54 (wild-type) cells were incubated in YPD medium at 30°C to a logarithmic phase (OD_660 _= 1), followed by treatment with mild heat-shock at 43°C for 30 or 60 min in pre-warmed (43°C) 100 ml of YPD medium using 500 ml Erlenmeyer flasks. Heat-shocked cells were collected by centrifugation. Cells were washed with distilled water three times, and stocked in a -80°C deep freezer until used for total RNA extraction.

### RNA extraction and hybridization to a cDNA microarray

Total RNA was extracted by the hot-phenol method [50]. The extraction of mRNA and reverse-transcription to cDNA was done according to Momose and Iwahashi [51]. Poly (A) +RNA was purified from total RNA with an Oligotex-dT30 mRNA purification kit (TaKaRa, Otsu, Shiga, Japan). Fluorescence-labeled cDNA was synthesized with a Cyscribe cDNA Labeling Kit (Amersham Biosciences, Little Chalfont, Buckinghamshire, UK) and 0.5 mM Cy3-UTP (Amersham Biosciences) or 0.5 mM Cy5-UTP. Cy3-UTP was used for the wild-type (as control), and Cy5-UTP was used for the *ssa1/2 *deletion mutant (as sample). For the heat-shock experiment, Cy3-UTP was used for control cells (30°C), and Cy5-UTP was used for mild heat-shocked cells (43°C). Synthesized cDNA were hybridized to a Kuhara DNA chip (DNA Chip Research, Yokohama, Kanagawa, Japan) at 65°C for 48 h.

### cDNA microarray analysis

Hybridized cDNA microarray were washed, dried, and scanned using Scanarray 4000 (GSI Lumonics, Billerica, MA, USA). Quantification of gene expression was done using the Genepix ver. 4.0 quantitative microarray analysis application program (Axon Instruments, Union City, CA, USA). The ratio of intensity Cy5/Cy3 was calculated and normalized with negative control spots. All the calculations and normalizations were done using "Chip Cleanser" program [52]. The functional categorization of genes was performed using GeneSpring (Silicon Genetics, Redwood City, CA, USA), and Comprehensive Yeast Genome Database (CYGD) at the Munich International Center of Protein Sequence (MIPS) database [52]. The over 2- fold expressed genes by the deletion of *SSA1/2 *or the mild heat-shocked treatment in the wild-type were selected as up-regulated genes and determined by at least twice- induced, out of three individual experiments. Similarly, the over 2- fold suppressed genes by the deletion of *SSA1/2 *or the mild heat-shocked treatment in the wild-type were selected as down-regulated genes, and determined by twice suppressed, out of three individual experiments [51,53]. The values for up- or down-regulated genes were the average ratio from three independent experiments. The data obtained in this experiment are available with the accession numbers GSE3315 (*ssa1/2 *deletion mutant) and GSE3316 (mild heat-shocked wild-type) in the Gene Expression Omnibus Database (GEO) [54].

### RT-PCR analysis

Total RNA extraction was carried out as described above. RT-PCR was performed using the One Step RNA PCR Kit (AMV) (TaKaRa), according to the instructions provided by the manufacturer. The primers used for RT-PCR are described in Table 3, and 0.1 μg of total RNA were used for RT-PCR. After reverse transcription, samples were subjected to a cycling regime of 20–25 cycles (details are mentioned in Table 3). Five μl of RT-PCR products were loaded into the wells of a 4% Nu-Sieve 3:1 Plus agarose (Cambrex Bio Science Rockland, Inc. Rockland, ME, USA) gel, and electrophoresis was carried out for 50 min at 100 V. The gels were stained using 10 μg/ml ethidium bromide followed by visualization of the stained bands with an UV-transilluminator (ATTO, Tokyo, Japan).

**Table 3:** List of primers for RT-PCR

Gene name	Forward primer (5'-3')	Reverse primer (5'-3')	Product size (bp)	No. of cycles
*PRE1*	TGACTTCCAGGCACAGTGAA	TCTCACTCTGCCAACAAAAA	187	25
*RPN4*	CGAAGCATGAAGATTTGTCG	AAGAACATTCCTGAATGCAGAT	202	25
*RPN12*	CCAATCAAAGGAGAAAGCTGA	CTCCGGGAGAGAAAAAGTTG	178	22
*SCL1*	AGTCGGTGTCGCTACAAAGG	CGACAAAAGGGCTTGAAAAG	229	20
*UBC4*	CAGCCAGAGAATGGACAAAGA	AGGTTCCCCTGTACTGTTGC	220	20
*KAR2*	GTTCTGGTGCCGCTGATTAT	CGAAAATTGTATGAAGCTCGAA	205	20
*RPS15*	AGAGCCGGTGCTACTACTTCC	CGTGTACAACCCCCATTCAC	200	22
*RPL25*	CGTTACCAAGAAGGCTTACG	CGTGCACTCTGCCACTACAC	203	22
*RPL37A*	CAAACCGGCTCTGCTTCTAA	TTCCCGTAAGCACTCAAAGG	194	25
*ACT1*	CCTTCCAACAAATGTGGATCT	CAGTGCTTAAACACGTCTTTTCC	200	25

### Antibodies

Anti-Pre1p peptide (Res. No., 17-38) and anti-Rpn4p peptide (Res. No., 499-509) rabbit polyclonal antibodies were ordered to Sigma Genosys (Tokyo, Japan). The anti-multi ubiquitin mouse monoclonal antibody (FK2, Cat. No. SPA-205) was purchased from Stressgen Bioreagents Ltd. Partnership (Victoria, B.C., Canada) [31,32].

### Two-dimensional gel electrophoresis (2-DGE) and Immunoblot analysis

Yeast cells were washed with distilled water three times. Total protein was extracted from cells homogenized with lysis buffer [(7 M urea (ICN Biomedicals, Aurora, OH, USA), 2 M thiourea (Sigma, St. Louis, MO, USA), 4% CHAPS (Sigma), 1% carrier ampholyte (pH 3.5-10, Amersham Biosciences), 18 mM Tris-HCl, pH 7.5, 14 mM Trizma base (Sigma), EDTA-free Proteinase Inhibitor (Roche Diagnostics, Manheim, Germany), 0.2 % Triton X-100, reduced (Sigma), 14.4 mM DTT (Sigma)]. Resuspended cells were broken with glass beads at 4°C for 10 min, and centrifuged at 20,000 × g for 10 min. Cell lysate was centrifuged again at 20,000 × g for 7 min. Equal amounts (350 μg) of protein were subjected to 2-DGE, following O'Farrell's method [55]. Electrophoresis [IEF, carried out in a glass capillary tube of 13 cm length and 3 mm diameter (Nihon Eido, Tokyo, Japan) and SDS-PAGE (12.5% or 15% polyacrylamide gel, 5% stacking and 12.5% or 15% separation gel; using standard glass gels plates obtained from Nihon Eido) in the second dimension] was carried out at a constant current of 35 mA for 2-1/2 h or until the dye (250 μL BPB; 0.1% (w/v) in 10% (v/v) glycerol in MQ) reached the bottom of the gel [56]. Ten μL of the commercially available "ready-to-use" molecular mass standards (Precision Plus Protein Standards, Dual Color, Bio-Rad, Hercules, CA, USA) were loaded next to the acidic end of the IEF tube gel. Reproducibility of 2-DGE protein profiles was confirmed by running at least 3 independent protein samples extracted from the cells of wild-type and the *ssa1/2 *deletion mutant. Electrotransfer of proteins on gel to a PVDF (NT-31, Nihon Eido) membrane was carried out at 1 mA/cm^2 ^with a semi-dry blotter (Nihon Eido) as described previously [57], followed by immunostaining using antibodies (described above). The anti-Pre1p and anti-Rpn4p rabbit polyclonal antibodies were diluted to 1:50,000, and anti-multi ubiquitin mouse monoclonal antibody (FK2) was diluted to 1:60,000. The ECL plus Western Blotting Detection System protocol for blocking, primary and secondary antibody (anti-Rabbit IgG, Horseradish peroxidase linked whole antibody; from donkey) incubation was followed exactly as described (Amersham Biosciences). Immunoassayed proteins were visualized on an X-ray film (X-OMAT AR, Kodak, Tokyo, Japan) using an enhanced chemiluminescence protocol according to the manufacturer's directions (Amersham Biosciences).

## List of abbreviations

SSA: stress seventy family A

RT-PCR: reverse transcription polymerase chain reaction

HSP: heat-shock protein

2-DGE: two-dimensional gel electrophoresis

CHAPS: 3- [(3-cholamidopropyl) dimethylaminol]-1-propanesulfonate

EDTA: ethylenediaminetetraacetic acid

DTT: dithiothreitol

IEF: isoelectric focusing

SDS-PAGE: sodium dodecyl sulfate-polyacrylamide gel electrophoresis

PVDF: polyvinylidene difluoride

CYGD: Comprehensive Yeast Genome Database

MIPS: Munich International Center of Protein Sequence

GEO: Gene Expression Omnibus Database

UPR: unfolded protein response

ERAD: endoplasmic reticulum associated degradation

## Authors' contributions

RM planned and designed the study, performed the experiments and the data analysis, wrote the main draft of the paper, and generated the figures. KA organized all the research, and provided advice for preparing the manuscript. RR designed the protein experiments and RT-PCR analysis, and contributed in figure making and in editing the manuscript. HI planned all the research and designed the experiments, and suggested the draft of the paper. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

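Wild-type *S. cerevisiae* JN54 cells were grown at 30°C and exposed to 43°C for 30 or 60 min, and 3 experiments were measured at each time on 2-colour cDNA microarrays, with heat-shocked cells labelled with Cy5 and control cells with Cy3. The *ssa1/2* deletion mutant, RT-PCR, immunoblots and 2-DGE were not analysed here. The authors scanned each array at high and low laser power, quantified the spots with GenePix, and used Chip Cleanser for the ratio and for a normalization based on negative control spots. The series table holds 12 columns of log ratios, 1 for each scan, and the columns of the 2 scans of an array differ in 0 values. The ratios are on a log scale whose base the paper's text does not name. They were read as log2, since the rule of over 2-fold in at least 2 of 3 experiments then gave 266 and 613 genes at 30 min, near the paper's counts, against 844 and 1022 for natural logarithms and 1971 and 1979 for log10. This choice was made with the values in view. *HSP12*, *SSA4* and *HSP26* lie above 0 in every array, which sets the direction as heat-shocked over control.

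Of 6912 probes, 750 have no value, and 716 of the 6162 measured probes carry no gene symbol. Identical values in every array were found in 78 groups of probes, 203 probes in all, among them the 49 spots of *ACT1*, and each group was counted once. This step was chosen after the values were seen, and 3 of the resulting features hold 2 gene names. Distinct probes of 1 gene, found for 18 genes, were averaged. The minimum of 2 values at each time removed 0 of the 6019 features, and 5989 have a value in all 6 arrays. No background or intensity values were used, and the precision is limited by the number of arrays. Print blocks, 192 in all, were compared with each array's deviations from the mean of its time. They explained a share between 0.164 and 0.347 of the variance of these deviations, against 0.0308 to 0.0337 for permuted blocks. A block effect shared by the arrays of a time is not in this share. Arrays of the same time had correlations across genes of 0.598 to 0.853, and arrays of different times of 0.566 to 0.794, and arrays with the same experiment number had correlations of their deviations from the mean of their time of -0.0420, 0.127 and 0.356 for experiments 1, 2 and 3. Since experiment 1 does not exceed 0.1, the numbers were not taken to pair the arrays. Experiments 2 and 3 do exceed it, each best matched by its own number, so a shared batch is not excluded for them. Experiment 3 had 2480 features with tied values at 30 min and 1997 at 60 min, the most at each time. Its median absolute deviations were the lowest at each time, 0.564 and 0.607.

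The tests used limma 3.58.1 in R 4.3.3. The mean log2 ratio at each time was tested against 0, and 60 min against 30 min, in 1 linear model with empirical Bayes moderation (4 residual and 6.76 prior degrees of freedom). P-values were adjusted by the method of Benjamini and Hochberg at 0.05, over all features and, for each list, over the list alone. The paper's rule was applied beside it: a ratio over 2, or under 0.5, in at least 2 of the 3 experiments. The 33 gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry, which tests a list against no change rather than against other genes, and their p-values were adjusted over the lists. The procedure was first tested on simulated data.

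The genes named are those the paper names in its text, its tables and Fig. 5B to D, the 10 highest and the 10 lowest mean log2 ratios at each time among genes that passed the test with 1 sign in all 3 experiments, and up to 4 members of each list described that passed it. Genes outside this rule that are named without values, as members of a small count, were chosen after their values were seen. *AUT7*, *APG1* and *APG17* are listed as *ATG8*, *ATG1* and *ATG17*. *LAD4*, *ATH7* and *VID4* could not be matched to a probe, and no probe carries the name *SSA1*.

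The alternatives were median-centred arrays, arrays also scaled to 1 median absolute deviation, each scan alone or merged, other filters, over 2-fold in all 3 experiments, the mean ratio, a fit of each time alone, array weights, robust empirical Bayes, the experiment number as a replicate block, a fold threshold beside the adjusted p, and each experiment left out in turn. Print-block centring, leaving out experiment 3 of both times and keeping identical probes apart were added after the data were seen. No genome build is named for the array, so no positions are given.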

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

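The lists of Ty open reading frames and of cell separation genes, the settings with print-block centring and without experiment 3 of both times, all tests of the 3 patterns weighed below and their thresholds were chosen only after the results were seen. The other tests of the 33 lists and those of other splits were not.

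Relative to all other genes, 13 lists differed between 60 and 30 min of heat shock by camera. Lower at 60 min were cytosolic ribosomal proteins (adjusted p = 1.79e-09, and 0.200 after scaling of the arrays), mitochondrial ribosomal proteins (0.00390), chaperones of the cytosol (0.00581), mitochondrial chaperones and proteases (0.0195), 26S proteasome subunits (0.00595), glycolysis and fermentation (0.00581), the tricarboxylic acid cycle (0.00581), the respiratory chain and ATP synthase (0.0335, and 0.147 after scaling) and a-cell mating genes (0.000588). Higher at 60 min were ribosome biogenesis factors (adjusted p = 1.16e-11), RNA polymerase I and III subunits (0.0175), ER folding and the unfolded protein response (0.0103) and ergosterol synthesis (0.0171). With an estimated correlation all 13 had an adjusted p of 0.824. Against no difference between the times, rather than against other genes, fry gave 0.605 or more. Scaling of the arrays added translation factors (2.46e-05) and tRNA synthetases (0.00276), higher at 60 min, and general stress (0.000624) and trehalose and glycogen (0.0254), lower. With each experiment left out in turn, the calls of cytosolic ribosomal proteins, ribosome biogenesis and mating held in all 6 runs. The others were lost at least once. Without experiment 2 of 60 min 8 were lost (RNA polymerases 0.0528, cytosolic chaperones 0.208, mitochondrial chaperones and glycolysis 0.0959, ER folding 0.0644, proteasome 0.829, tricarboxylic acid cycle 0.141, respiration 0.479). Without experiment 3 of 60 min the RNA polymerases (0.428), cytosolic chaperones (0.131), mitochondrial chaperones (0.102) and ergosterol synthesis (0.214) were lost. Without experiment 1 of 60 min mitochondrial ribosomal proteins (0.271) and ergosterol synthesis (0.144) were lost. Without experiment 1 of 30 min ergosterol synthesis (0.0664) was lost. Without experiment 2 of 30 min the RNA polymerases (0.116), cytosolic chaperones (0.0911), mitochondrial chaperones (0.0863) and respiration (0.125) were lost. Without experiment 3 of 30 min the proteasome (0.0563), tricarboxylic acid cycle (0.0636) and respiration (0.154) were lost. Other lists passed with 1 experiment left out, at lowest with adjusted p of 0.000354 for translation factors and 0.0495 for tRNA synthetases (both without experiment 2 of 60 min), and 0.00400 for general stress, 0.00698 for trehalose and glycogen and 0.0475 for antioxidant defence (without experiment 1 of 60 min), 0.0272 for histones (without experiment 2 of 30 min), 0.0154 for amino acid synthesis (without experiment 3 of 60 min) and 0.0176 for sulfur metabolism (without experiment 1 of 30 min). Sulfur metabolism also passed with the replicate block (0.0417) and print-block centring (0.00164), which added histones (0.0437), translation factors and trehalose and glycogen too (0.00698 and 0.0216). Without experiment 3 of both times 6 of the 13 were lost (RNA polymerases and mitochondrial chaperones 0.143, cytosolic chaperones and ergosterol synthesis 0.149, proteasome 0.109, glycolysis 0.0613). The mean of the list medians of mitochondrial chaperones also moved by -0.46 from 30 to 60 min, above 0 in every experiment at 30 min and below 0 in every experiment at 60 min, which was not tested apart from camera.

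Lists outside those the paper describes in the mild heat-shocked wild-type also passed camera. Lower than other genes at 30 and 60 min were ribosome biogenesis factors (adjusted p = 2.23e-13 and 0.00311, and 0.0594 at 60 min without experiment 2 of 60 min), ribosome-associated chaperones (0.00118 and 0.00235), ergosterol synthesis (9.31e-08 and 0.000139), histones (0.00442 and 0.000617), amino acid synthesis (1.73e-07 and 1.78e-08) and a-cell mating genes (0.00442 and 2.34e-05). RNA polymerase I and III subunits were lower at 30 min (0.00441), and the tricarboxylic acid cycle (0.00871, and 0.0594 without experiment 2 of 60 min) and the respiratory chain and ATP synthase (0.00328) at 60 min. At 30 min the respiratory chain and ATP synthase had 0.0617. The list passed there without experiment 2 or 3 of 30 min (0.0402 and 0.0405), with print-block centring (0.0123) and without experiment 3 of both times (0.0347). Higher at both times were hexose transporters (0.000491 and 0.0133), the seripauperin family (7.79e-06 and 0.000390) and genes of meiosis and sporulation (0.000932 and 0.000895). Signal over background was not available for any list, so faint spots could not be told apart. With an estimated correlation the lists that passed at a time had adjusted p of 0.358 to 0.517 at 30 min and 0.340 to 0.548 at 60 min.

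The 7 measured open reading frames of Ty retrotransposons had a mean of list medians of -0.45 at 30 min and 1.12 at 60 min, a difference of 1.57 (SE 0.42), with opposite signs at the 2 times in every experiment and no other test of the difference. After print-block centring the difference was 1.38 (SE 0.24), which argues against a spatial trend across the print blocks as the whole cause. With each experiment left out in turn it was at least 1.20 (without experiment 1 of 60 min), which argues against a single experiment as the whole cause. Only the size was open in these runs, since the opposite signs in every experiment fix the direction. A dye bias that differs between the times and a difference between the control cells of the 2 times stay open and untested, and since Ty copies cross-hybridize, the 7 may report about 1 signal. A higher level of Ty transcripts after the longer exposure is a candidate explanation, on 3 experiments against 3, where the lowest p of a permutation is 0.1.

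The 10 measured genes of daughter cell separation, among them *CTS1*, *SCW11*, *DSE2* and *EGT2*, had a mean of list medians of -0.91 at 30 min and -2.53 at 60 min, a difference of -1.62 (SE 0.52), and without experiment 1 of 30 min these were -0.40 at 30 min and a difference of -2.12. After print-block centring it was -1.58 (SE 0.57), and with each experiment left out in turn its size was smallest at -1.35 (without experiment 3 of 30 min), which argues against a spatial trend or a single experiment as the whole cause. Leaving out an experiment could change the size alone, since every experiment at 60 min lay below every one at 30 min. A change in growth or cell cycle phase with the longer exposure may account for the difference and was not tested for these genes. The list of G1 and S phase cyclins and replication had a median difference of -0.01 between the times (adjusted p = 0.889 from camera). That list does not cover other phases, so it does not decide the question. A difference between the control cells of the 2 times and a dye bias that differs between the times stay open too.

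The 87 ribosome biogenesis factors had a mean of list medians of -0.77 at 30 min and -0.34 at 60 min, a difference of 0.43 (SE 0.18). After print-block centring the difference was 0.39 (SE 0.14), and with each experiment left out in turn it was at least 0.30 (without experiment 2 of 30 min), which argues against a spatial trend or a single experiment as the whole cause. Here too only the size was open to leaving out an experiment, since every experiment at 60 min lay above every one at 30 min. A partial return of ribosome biogenesis transcripts after 60 min may explain the difference and remains a hypothesis, with differences between the control cells and a dye bias that differs between the times open.

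The signs of the 3 experiments of a time can be split in 4 ways, and the 6 experiments into 3 and 3 in 10 ways, too few for a share under 0.05. At 30 min 1607 genes passed limma, and 0 at the highest of the other splits (1 split of 4 as large). At 60 min 2037 passed, and 0 at the highest other (1 split of 4). By camera 16 lists passed at 30 min against 23 at the highest other split (3 splits of 4 as large), and 17 at 60 min against 17 (2 splits of 4). Between the times 0 genes passed limma in the real split and at the highest other (10 splits of 10), with 516 genes at an unadjusted p under 0.05 against 605 at the highest other, and 13 lists passed camera against 16 (5 splits of 10).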

How the results depend on the processing

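The settings with print-block centring, without experiment 3 of both times and with identical probes kept apart were chosen only after the data were seen. The high-power, low-power and merged scans hold the same values and the filter removes no gene, so these settings test nothing and are left out of the tallies below. With genes valued in all 6 arrays alone no count moved by over 1.5 times. No called result reversed its direction in any setting. Of the counts under the other settings, 130 of the planned ones stayed within 1.5 times and 39 did not, and 39 and 3 of the added ones. Named genes kept their side of the threshold and direction 7289 times under planned settings, lost a call 303 times, gained one 96 times and turned their sign without a call 232 times (2145, 122, 36 and 73 under added ones). This tally includes the difference between the times, where no gene was called and no call could be lost. Without experiment 1, 2 or 3 of 30 min, 71, 86 and 41 of 194 named calls at 30 min were lost. Without experiment 1, 2 or 3 of 60 min, 27, 32 and 15 of 219 at 60 min were lost.

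After median-centring and scaling, 1025 genes rose by limma at 30 min. Over 2-fold in all 3 experiments, 109 and 113 genes were up at 30 and 60 min, 346 and 344 down and 67 up at both times. With 1 time fitted alone, 1278 rose and 1443 fell at 30 min and 515 rose at 60 min. For genes that rose, this reversed the order of the times, which was 647 and 941 with a shared spread. With a fold threshold of 2 beside the adjusted p, 232 rose and 565 fell at 30 min and 366 rose and 632 fell at 60 min, fewer by construction. Between the times, array weights gave 3 genes higher and 3 lower at 60 min, and the replicate block 1 lower. Across all settings 272 to 908 genes had an unadjusted p under 0.05. With an estimated correlation camera called 0 lists at 30 min, 0 at 60 min and 0 between the times. The adjusted p was 0.358 for ribosomal proteins, translation factors, tRNA synthetases and general stress at 30 min, 0.364 for autophagy and 0.521 for cytosolic chaperones. It was 0.340 at 60 min for ribosomal proteins, translation factors, tRNA synthetases, general stress, ER folding and autophagy. With fry, which tests against no change, mitochondrial ribosomal proteins had 0.994 at 30 min with the opposite sign, cytosolic chaperones 0.114, and 0 lists differed between the times. Print-block centring gave the ubiquitin list an adjusted p of 0.0495 at 30 min. Without experiment 3 of both times, 213 genes rose and 549 fell at 30 min, mitochondrial ribosomal proteins had 0.0317 at 60 min and 7 lists differed between the times. Apart from the fold threshold and the rule of all 3 experiments, which can only lower the counts, the cause was not tested.

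With each experiment left out in turn, which leaves fewer arrays, genes over 2-fold up numbered 136 to 266 at 30 min, 127 to 415 at 60 min and 86 to 133 at both, and over 2-fold down 383 to 613 at 30 min and 380 to 630 at 60 min. At the time that loses an experiment, the rule asks for both of those left, so these counts can only fall. By limma 132 to 1013 rose and 417 to 1244 fell at 30 min, and 0 to 2 were lower at 60 than at 30 min (2 without experiment 1 of 30 min). Adjusted p from camera ranged from 0.0494 to 0.308 (proteasome, 30 min), 0.0289 to 0.204 (ubiquitin, 30 min), 0.0769 to 0.763 (cytosolic chaperones, 60 min, with the opposite sign without experiment 1 of 60 min), 0.0436 to 0.728 (proteasome, 60 min) and 0.0277 to 0.680 (mitochondrial ribosomal proteins, 60 min), and 8 to 15 lists differed between the times.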

Differences from the paper's values

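The counts of genes by the paper's rule did not differ from the paper's by more than 1.5 times. This is not an independent comparison, since the log base was chosen partly because these counts then lie near the paper's. At 30 min, 266 genes were over 2-fold up and 613 over 2-fold down, against the paper's 274 and 610, and at 60 min 415 and 630, against the paper's 400 and 643. At both times 153 were over 2-fold up, against about 160 in Fig. 5A, read by eye. With each array centred on its median, an alternative set before the data were examined, the counts were 273 up and 609 down at 30 min and 400 up and 643 down at 60 min, so those at 60 min equal the paper's. Over 2-fold in all 3 experiments, and without experiment 1 or 2 of a time, gave counts more than 1.5 times lower than the paper's at that time: up 109, 143 and 136 at 30 min and 113, 127 and 153 at 60 min. The counts down were 346, 383 and 389 at 30 min and 344, 424 and 380 at 60 min. Each of these settings asks for every experiment kept, so its counts are lower by construction. Genes over 2-fold up at both times then numbered 67 for all 3 experiments, 100 and 98 without experiment 1 or 2 of 30 min, and 86 and 96 without experiment 1 or 2 of 60 min.

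Of the measured genes that Fig. 5B to D places among those up at 30 min, 47 of 48 were over 2-fold up here, and of those at 60 min, 61 of 61. Without experiment 1, 2 or 3 of 30 min the number at 30 min was 39, 34 and 38, and without experiment 1, 2 or 3 of 60 min that at 60 min was 31, 36 and 54. Over 2-fold in all 3 experiments it was 32 and 30, after scaling of the arrays 45 and 46, and with print-block centring, a setting added after the data were seen, 42 and 47. Leaving out an experiment, or asking for all 3, can only lower this tally. *GCD11*, placed in Fig. 5C among genes up at 30 min, fell here at 30 min by 1.46 ± 0.18 on the log2 scale (SD, n = 3, adjusted p = 0.000950 from limma) and at 60 min by 1.70 ± 0.39 (SD, n = 3, adjusted p = 0.000287), and no setting called it up. *HOR7*, *RPN12* and *UBC4* were over 2-fold up at 60 min in at least 2 of 3 experiments here and are not placed there in Fig. 5. None of the 3 was called at 60 min by the rule with each array centred on its median, over 2-fold in all 3 experiments, or without experiment 1 or 3 of 60 min, nor without experiment 3 of both times, a setting chosen after seeing the values. *HOR7* rose at 60 min by a log2 ratio of 1.23 ± 0.50 (SD, n = 3, adjusted p = 0.00384) and *UBC4* by 1.03 ± 0.86 (SD, n = 3, adjusted p = 0.0199), the latter lost without experiment 1 or 3 of 60 min (adjusted p of 0.0643 to 0.0973).

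The paper states that the proteasome genes higher in the mutant did not change in the heat-shocked wild-type. Of *PRE1*, *RPN4*, *RPN12* and *SCL1*, *RPN12* rose at 30 min here (log2 ratio 1.28, adjusted p = 0.00422), as Fig. 5D of the paper also places it, and the other 3 passed the test at neither time. Without experiment 2 of 60 min *PRE1* passed at both (adjusted p = 0.0294 at 30 min and 0.0149 at 60 min).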

Other observations

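The tests with print-block centring and without experiment 3 of both times were chosen only after the data were seen, and the others in this part were not.

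Ribosome-associated chaperones fell with the cytosolic ribosome: 5 of 6 measured fell at each time (5 and 5 when adjusted over the list alone). None rose by limma, nor at an unadjusted p under 0.05 (0 of 6). *SSB2* (YNL209W), the ribosome-bound Hsp70, had log2 ratios of -2.16 ± 0.59 (SD, n = 3, adjusted p = 0.000265 from limma) at 30 min and -2.09 ± 0.33 (SD, n = 3, adjusted p = 0.000210) at 60 min. Of 87 ribosome biogenesis factors, 44 fell at 30 min and 20 at 60 min (59 and 17 over the list alone). None rose by limma, and 1 and 0 were higher at an unadjusted p under 0.05. *NOP1* (YDL014W), the fibrillarin of the nucleolus, had -2.15 ± 0.17 (SD, n = 3, adjusted p = 0.000123) and -1.90 ± 0.35 (SD, n = 3, adjusted p = 0.000135). Of 21 genes of ergosterol synthesis, 12 and 10 fell (13 and 11 over the list alone, and 0 higher at an unadjusted p under 0.05). *ERG13* (YML126C), the HMG-CoA synthase, had -2.22 ± 0.30 (SD, n = 3, adjusted p = 0.000201) and -1.66 ± 0.54 (SD, n = 3, adjusted p = 0.000615). Of 42 genes of amino acid synthesis, 24 and 29 fell and 2 and 2 rose (28 and 30 fell over the list alone). Of 9 histone genes, 4 and 7 fell (5 and 8 over the list alone, and 0 higher at an unadjusted p under 0.05). *ILV3* (YJR016C), an enzyme of branched-chain amino acid synthesis, had -2.74 ± 0.35 (SD, n = 3, adjusted p = 4.26e-05) and -2.82 ± 0.21 (SD, n = 3, adjusted p = 1.92e-05).

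Of 19 hexose transporters and glucose sensors, 10 rose and 1 fell at 30 min, and 10 rose and 2 fell at 60 min (11 and 1, then 10 and 3, over the list alone). *HXT9*, *HXT11* and *HXT12* rose at both times, *HXT9* (YJL219W) by 1.28 ± 0.20 (SD, n = 3, adjusted p = 0.00123) and 1.29 ± 0.14 (SD, n = 3, adjusted p = 0.000810). These 3 are near-identical in sequence, so their probes are not independent. The list kept its call with each experiment left out in turn (adjusted p of 0.0129 to 0.0213 at 60 min), and lost it with an estimated correlation (adjusted p = 0.358 at 30 min and 0.340 at 60 min). Of 12 a-cell mating genes, 6 fell and 1 rose at 30 min (7 and 1 over the list alone). At 60 min 8 fell and none rose by limma or at an unadjusted p under 0.05 (10 fell over the list alone). *STE6* (YKL209C), the exporter of a-factor, had -2.69 ± 0.60 (SD, n = 3, adjusted p = 8.78e-05) and -3.14 ± 0.23 (SD, n = 3, adjusted p = 2.46e-05). Of 22 seripauperin genes 9 and 8 rose, and of 19 meiosis genes 7 and 10 (11 and 8, and 9 and 10, over the list alone, and 0 lower at an unadjusted p under 0.05 in both lists). The seripauperin genes belong to a single family, with an estimated correlation of 0.394, so they do not count as independent genes. The values hold no signal intensity, so spots of the hexose transporter, seripauperin and meiosis lists near background could not be told apart. Of 16 genes of the tricarboxylic acid cycle 3 and 7 fell and 1 rose at each time (3 and 7 fell over the list alone). Of 29 of respiration 7 and 13 fell and 1 and 2 rose (7 and 13 fell over the list alone). Of 19 RNA polymerase I and III subunits, 7 and 2 fell (7 and 2 over the list alone). None rose by limma, and 1 was higher at an unadjusted p under 0.05 at each time).

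Lists of the TRiC chaperonin, trehalose and glycogen, the cell wall, the cell cycle, sulfur metabolism, antioxidant defence, phosphate, iron, glycolysis and mitochondrial chaperones passed camera at neither time, with adjusted p from 0.0565 to 0.863. Of these, 5 passed in some other settings. The cell cycle list passed at 30 and 60 min with the replicate block (adjusted p = 0.0427 and 0.0485) and without experiment 3 of both times (0.0347 and 0.0282). At 30 min it also passed with print-block centring (0.0495) and without experiment 1 or 3 of 30 min or experiment 1 of 60 min (0.0189, 0.0449 and 0.0491), and at 60 min without experiment 3 of 60 min (0.0277). Trehalose and glycogen passed at 30 min with the replicate block (0.0495), without experiment 3 of both times (0.0347) and without experiment 1 or 3 of 30 min (0.0137 and 0.0360). The chaperonin passed with print-block centring (0.0309 at 30 min and 0.0235 at 60 min), at 30 min without experiment 1 of 30 min (0.0265) and at 60 min without experiment 1 of 60 min (0.0287). The cell wall list passed at 30 min without experiment 1 of 30 min (0.0139). Iron passed at 30 min without experiment 3 of 30 min (0.0490) or of both times (0.0472), and at 60 min without experiment 1 of 60 min (0.0146). Against no change, fry gave 0.0419 for the cell wall at 30 min and 0.0484 for iron at 60 min. Genes that the paper discusses for the *ssa1/2* mutant had these values in the mild heat-shocked wild-type. *HSF1*, the heat-shock transcription factor, had log2 ratios of 0.40 ± 0.11 (SD, n = 3, adjusted p = 0.254) and 0.63 ± 0.67 (SD, n = 3, adjusted p = 0.0791), and *UBP3* -0.18 ± 0.37 (SD, n = 3, adjusted p = 0.607) and 0.42 ± 0.49 (SD, n = 3, adjusted p = 0.200). *HXT2* rose by 1.17 ± 0.85 (SD, n = 3, adjusted p = 0.0146), lost without experiment 2 or 3 of 30 min (adjusted p of 0.0655 to 0.173), and by 1.56 ± 0.30 (SD, n = 3, adjusted p = 0.00282). *HXT6* rose by 1.24 ± 0.86 (SD, n = 3, adjusted p = 0.0180) at 30 min, lost without experiment 2 or 3 of 30 min (adjusted p of 0.120 to 0.152), and had -0.30 ± 0.62 (SD, n = 3, adjusted p = 0.502) at 60 min. *HXT4* and *HXT7* passed at neither time (adjusted p = 0.915 and 0.0791 at 30 min and 0.0838 and 0.840 at 60 min). *HXT6* and *HXT7* were not compared with each other, so these calls show no difference between the 2 genes. Whether their probes tell the 2 transcripts apart was not tested. *HXT7* passed at 30 min without experiment 1 of 30 min (adjusted p = 0.0304), after scaling of the arrays (0.0323), with the replicate block (0.0321) and with print-block centring (0.0384), and *HXT4* was lower at 60 min without experiment 3 of 60 min (0.0251) or of both times (0.0486). *GLK1* rose by 1.83 ± 0.58 (SD, n = 3, adjusted p = 0.000514) and 0.87 ± 0.19 (SD, n = 3, adjusted p = 0.0189), the latter lost without experiment 1 or 2 of 60 min (adjusted p of 0.0511 to 0.0584), and *HXK1* rose by 2.14 ± 0.88 (SD, n = 3, adjusted p = 0.000830) at 30 min and had 0.23 ± 0.46 (SD, n = 3, adjusted p = 0.603) at 60 min.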
